# Functional assessment of human enhancer activities using whole-genome STARR-sequencing

**DOI:** 10.1186/s13059-017-1345-5

**Published:** 2017-11-20

**Authors:** Yuwen Liu, Shan Yu, Vineet K. Dhiman, Tonya Brunetti, Heather Eckart, Kevin P. White

**Keywords:** Enhancers, Regulatory elements, STARR-seq, Non-coding regions

## Abstract

**Background:**

Genome-wide quantification of enhancer activity in the human genome has proven to be a challenging problem. Recent efforts have led to the development of powerful tools for enhancer quantification. However, because of genome size and complexity, these tools have yet to be applied to the whole human genome.

**Results:**

In the current study, we use a human prostate cancer cell line, LNCaP as a model to perform whole human genome STARR-seq (WHG-STARR-seq) to reliably obtain an assessment of enhancer activity. This approach builds upon previously developed STARR-seq in the fly genome and CapSTARR-seq techniques in targeted human genomic regions. With an improved library preparation strategy, our approach greatly increases the library complexity per unit of starting material, which makes it feasible and cost-effective to explore the landscape of regulatory activity in the much larger human genome. In addition to our ability to identify active, accessible enhancers located in open chromatin regions, we can also detect sequences with the potential for enhancer activity that are located in inaccessible, closed chromatin regions. When treated with the histone deacetylase inhibitor, Trichostatin A, genes nearby this latter class of enhancers are up-regulated, demonstrating the potential for endogenous functionality of these regulatory elements.

**Conclusion:**

WHG-STARR-seq provides an improved approach to current pipelines for analysis of high complexity genomes to gain a better understanding of the intricacies of transcriptional regulation.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13059-017-1345-5) contains supplementary material, which is available to authorized users.

## Background

Enhancers are DNA elements that control the temporal and spatial expression of genes and thus are central to biological processes such as development, differentiation, and homeostasis [1]. Enhancers maintain precise control of gene expression by serving as a loading platform to a variety of recruited transcription factors (TFs) and associated co-regulators that regulate productive transcription at core promoters [2, 3]. Recent studies have linked nucleotide variation in enhancer elements to a number of phenotypic changes, including human diseases [4]. As such, characterization of enhancers under various cellular contexts is of fundamental importance to understanding the genetic basis of development and disease pathogenesis.

Because of this fundamental importance of understanding enhancer function, the ENCODE Project and Epigenome Roadmap Consortiums have invested tremendous efforts into the generation of comprehensive predictive annotations of *cis-*regulatory elements located in non-coding regions of the genome [5, 6]. These datasets include, but are not limited to, analyses of TF-binding sites, histone modifications, and chromatin accessibility regions in various human tissues and cell types. These data are crucial for the identification of enhancers and for defining the epigenomic landscape in relation to enhancer functional impact on the regulatory programs that control development and disease. However, despite improvement on data-driven predictive algorithms in linking enhancers to their respective target genes, a proportionally small number of predictions have been functionally tested for enhancer activity. This lack of genome-wide prediction validation through enhancer functional activity assays can lead to many false-positive predictions [2, 7, 8]. Furthermore, these datasets can only identify putative enhancers based on TF and histone chromatin immunoprecipitation (ChIP-seq) data and therefore do not necessarily exhaustively define functional enhancers, leading to false negatives. With the discovery of thousands of nucleotide variants in these regulatory elements linked to potential phenotypic outcomes, these limitations of the current predictive approaches highlight the importance of obtaining genome-wide functional validations of enhancer activity.

Traditionally, enhancer activity has been quantified using reporter assays under the control of a minimal reporter to measure the activity of the cloned region of interest. While this method of quantification has proven to be reliable and accurate, until recently it was primarily used to serially investigate individual candidate sequences, making comprehensive assays of large genomes untenable. Recent advances have improved on this technique by developing enhancer reporter assays that combine massively parallel assays coupled with cell sorting techniques [9–11], molecular barcode sequencing [12–14], or by coupling the activity of a candidate enhancer to the abundance of its own self-transcribed sequence by placing candidate regions downstream of a core promoter and into the 3’UTR of a reporter gene [15]. The latter method, known as Self-Transcribing Active Regulatory Regions sequencing (STARR-seq), has allowed the assessment of enhancer activity on a genome-wide scale in model organism genomes and in selected regions of the human genome [2, 15–18].

While all of these massively parallel methods have profoundly improved on the traditional low-throughput enhancer reporter assay, they still provide only limited quantitative information and have not been scaled to the whole human genome, at which the ENCODE and Epigenomics Roadmap consortia have been performed. Scaling STARR-seq to a whole-genome level is a particularly promising prospect, as this technique allows active enhancers to transcribe themselves and become part of the resulting reporter signal and thus libraries can be constructed directly from human genomic DNA and do not require any complicated de novo synthesis steps with high error rate. However, there have been major limitations to the application of STARR-seq to the human genome, primarily due to the genome size and complexity of humans compared to *Drosophila*, where the technique was developed. This higher complexity requires more starting material and deeper sequencing depth to achieve a comparable power for detecting and quantifying enhancers in humans and hence demands method development to increase screening library complexity, scale up cell transfection, and increase efficiency of NGS library preparation. To date, the only STARR-seq applications that have been performed in human or other mammalian genomes are BAC-based [15] or capture-based approaches [19]. Unfortunately, these methods can only assay a small subset of predicted human enhancers. A method interrogating the entire human genome for enhancer activity has yet to be reliably developed.

In the current study, we demonstrate whole human genome STARR-seq (WHG-STARR-seq) on the human prostate cancer cell line, LNCaP, to generate the first whole-genome-scale enhancer mapping and activity quantification in human cell lines. We show that this unbiased enhancer screening allows the identification of active enhancers located not only in euchromatic regions, but also poised enhancers located in heterochromatic areas. Consequently, we find that the expression levels of nearby genes to these inaccessible enhancers are significantly lower than those near accessible enhancers, indicating that the inherent regulatory activity of enhancer elements may be epigenetically silenced by local chromatin structure. We test this hypothesis by treatment with the histone deacetylase inhibitor Trichostatin A (TSA), and we find the expression level of genes near previously heterochromatic enhancers to increase significantly. These data indicate that many enhancers have latent activities that can be readily uncovered by altering chromatin accessibility. This functional coordination between enhancer activity and chromatin accessibility, along with the existence of inaccessible enhancers, reinforce the idea that sequence-coded enhancer activity and chromatin context serve as two major functional layers that regulate transcription. This interplay is key for the understanding of non-coding variation as it contributes to human diseases and may have implications for how chromatin altering drugs might be combined with targeted therapies. WHG-STARR-seq scales the powerful STARR-seq methodology to the human genome and promises to help researchers reliably investigate regulatory element function in high complexity genomes elements.

## Results

### Generation of WHG-STARR-seq libraries

In order to identify DNA elements with regulatory potential across the entire human genome, we generated WHG-STARR-seq screening libraries by size selecting sheared DNA from random human genomic DNA (Fig. 1a). This approach allows us to interrogate the entire human genome, as contrasted to methods that rely on chromatin environment markers in combination with histone and TF ChIP-seq data to pre-select a small subset, typically on the order of thousands, of high-confident putative enhancers [15, 19–21]. We compared STARR-seq data using different minimal promoters, SCP1 and miniCMV, in our pilot study in another cell line MCF7. We found that under uniform experimental conditions, data obtained using the SCP1 promoter showed higher complexity than data obtained from miniCMV promoter (Additional file 1: Figure S1A, B). We also observed negligible differences in dynamic range of the assay in these two minimal promoter comparisons (Additional file 1: Figure S1B, C). Therefore, we decided to utilize the SCP1 promoter, with a similar configuration to that used in Arnold et al. [15] (Fig. 1a). Additionally, we developed a screening library generation protocol (see “Methods”) so that the screening libraries used in this study contained at least 158.6 million independent candidate fragments, with average fragment length size of 500 bp (Additional file 1: Figure S2). We were able to uniquely sequence 83.7% of the whole human genome. Of those regions, 74.3% had a sequencing depth of at least ten distinct fragments per nucleotide (Additional file 1: Figure S3). This unprecedented high complexity allows us to directly measure the regulatory activity of the majority of the human genome.

**Fig. 1:**
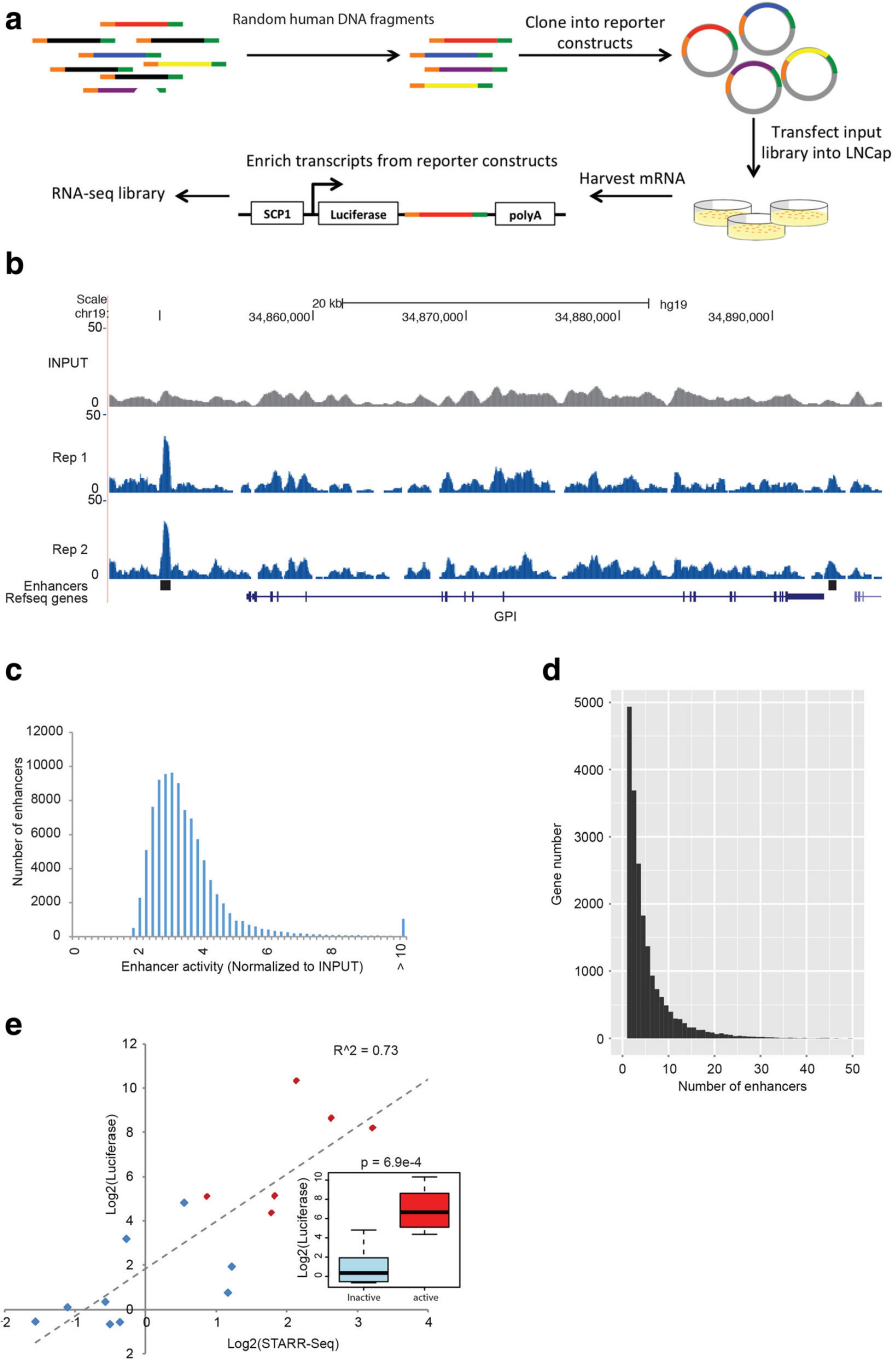
Experimental approach and validation of WHG-STARR-seq. **a** *Schematic representation* showing experimental setup and approach for WHG-STARR-seq. **b** Genomic *snapshot* displaying the *GPI* locus region as detected by WHG-STARR-seq. There is a strong enhancer region approximately 10 kb upstream of *GPI* transcriptional start site and another weaker enhancer region in the 3’UTR of *GPI*. Each *blue track* signifies normalized WHG-STARR-seq signal of each biological replicate. The *gray track* represents normalized WHG-STARR-seq signal of input library. **c** Distribution of WHG-STARR-seq enhancer activity of all detected enhancers. WHG-STARR-seq shows a wide dynamic range of enhancer signal normalized to INPUT (1.33–119.12, median = 3.08). **d** Distribution of number of detected enhancers associated per gene (enhancers are assigned to their nearest genes). **e** The enhancer activity of six active (*red*) and nine inactive (*blue*) enhancers were validated using traditional luciferase assays in biological triplicates. A strong correlation was observed between luciferase signal and WHG-STARR-seq enhancer activity

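GPI encodes glucose-6-phosphate isomerase, an enzyme of glycolysis. The open enhancer upstream of it lies on chromosome 19 of hg19 from 34850051 to 34850715, and its centre is 5.26 kb upstream of the nearest start site of GPI in the GENCODE basic set, at 34855645. Transcripts outside that set extend the annotated gene model to 34850385, inside the enhancer. Its fold enrichment was 4.56, from 153 output fragments against 32.7 scaled input fragments at the summit. The enhancer at the other end of the gene lies in closed chromatin from 34893599 to 34894131, beyond the end of the annotated gene model at 34893318. It is 1.44 kb from the start of PDCD2L, the next gene along the chromosome. Its fold enrichment was 3.16, from 45 output fragments against 13.5 scaled input fragments. The fold enrichments are the authors' values, and the output replicates were pooled before peak calling, so neither value has an error between replicates.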

We used the human prostate cancer cell line, LNCaP, to demonstrate the utility of our screening library, due to the ease of handling and high transfection efficiency of LNCaP cells. We generated STARR-seq data from two biological replicates and pooled the replicates together for WHG-STARR-seq analyses, similar to the methods described in previous reports [15]. 

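WHG-STARR-seq places random genomic fragments inside the transcribed part of a reporter plasmid, so that a fragment with enhancer activity drives its own transcription and can be counted in the reporter RNA. LNCaP is a human prostate cancer cell line that responds to androgen. The data are 1 input plasmid library and 2 output replicates, each output from cells electroporated with the library and harvested after 72 h. For the amplification of the input library the methods of the paper give 12 PCR reactions and the sample labels give 8. The authors aligned the reads to hg19 with Bowtie, kept unique alignments, collapsed duplicate fragments with Picard within each index library, pooled the replicates and called peaks with MACS2 against the input library. The versions of these tools are not given in the sources used here. The deposited peak lists give the enhancers that overlap a DNase I site and those that do not, each with the authors' fold enrichment, p-value and q-value. Because the fold and the p-value of MACS2 are computed from the same fragment counts, the output fragments and the scaled input fragments at each summit could be recovered from them. Every recovered output count lay within 0.0410 of a whole number. The median enhancer had 47 output fragments at its summit, in a range from 18 to 7448, against 14.4 scaled input fragments. No values per replicate were used here, so no enhancer has an error between replicates, and the total depth of the libraries is not known from these files. Each enhancer was assigned to the nearest annotated start site among the genes of the mRNA-seq table, of which 21391 out of 22336 had one.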

We identified 94,527 regions that were significantly enriched over the input library (MACS2, q-value < 0.05) (Fig. 1b). 

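The strongest of the 94527 enhancers lies in open chromatin 32.2 kb upstream of NID1, which encodes a basement membrane protein, on chromosome 1 from 236260023 to 236261152. Its fold enrichment was 119, from 6340 output fragments against 52.2 scaled input fragments at the summit, and its sequence holds 11 copies of the AP-1 motif, bound by JUN and FOS proteins. The next strongest open enhancers lie near MIR34A (37.2-fold), a microRNA gene with tumor suppressor activity, near LOC284551 (35.1-fold), at the end of the noncoding gene DLEU1 (33.9-fold) and in an intron of NTRK2 (30.6-fold), a neurotrophin receptor gene. In closed chromatin the strongest enhancer lies on chromosome 19 from 53798080 to 53799007, 3.86 kb upstream of BIRC8, a gene of the inhibitor of apoptosis family. It had 945 output fragments at its summit and a fold enrichment of 78.7. The closed enhancers after it lie upstream of CNTN6 (58.9-fold), a neuronal cell adhesion gene, in introns of SYNE1 (53.6-fold) and NEO1 (53.4-fold), and upstream of C9orf27 (52.6-fold). A fold enrichment above 10 was reached by 1048 enhancers. Among the autosomes, chromosome 19 carried the most enhancers per Mb (42.8) and chromosome 21 the fewest (24.8).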

The signal of these enriched regions covers a large dynamic range where genes were associated with multiple enhancer regions and the median enhancer activity was 3.08 (Fig. 1c, d). Furthermore, the two biological replicates were highly correlated when comparing read counts and log-transformed read counts (*R* ^*2*^ = 0.93 and *R* ^*2*^ = 0.64, respectively; Additional file 1: Figure S5A, B), which is comparable to assay reproducibility of STARR-seq and CapStarr-seq assays. 

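RBFOX1, a regulator of neuronal splicing, was the nearest gene of 136 enhancers, the most of any gene. AUTS2 followed with 101, LRRC4C with 78, ODZ2 with 77 and CSMD1 with 76, and none of the enhancers of these 5 genes lay in open chromatin. These are genes with neuronal functions. Enhancers were assigned without a distance limit, and the counts were not adjusted for gene length or the distance to neighboring genes. They therefore do not show that enhancers concentrate at neuronal genes. Of the 16953 genes that were nearest to an enhancer, 12895 (76.1%) were nearest to 2 or more, 2663 to 10 or more and 41 to 50 or more. The median was 3 enhancers per gene, and 4438 genes with an annotated start site had none. Fold enrichment ran from 1.34 to 119.12, with quartiles of 2.57 and 3.72 around the median of 3.08. Most enhancers were near the low end of this range, with 41124 (43.5%) between 2-fold and 3-fold and 33633 (35.6%) between 3-fold and 4-fold. Only 7 enhancers exceeded 50-fold. These counts describe 1 pooled peak list, and genes and enhancers are not replicates.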

More than 90% of enhancers were either found in intergenic or intronic regions. 

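Intergenic sequence held 48194 enhancers (51.0%) and introns held 38417 (40.6%), together 86611 (91.6%). These 2 categories make up 95.6% of the genome in the same annotation. Promoters, taken from 1000 bases upstream to 100 bases downstream of a start site, held 3735 enhancers (3.95%) and make up 1.12% of the genome. Of the promoter enhancers, 78.3% lay in open chromatin, among them those of the ribosomal protein gene RPL34 and of the tRNA methyltransferase gene TRMT1. Open and closed enhancers differed in their place, with 24.4% of open and 0.982% of closed enhancers in promoters. The median distance to the nearest start site was 6.69 kb for open and 54.0 kb for closed enhancers. Within 1 kb of a start site lay 32.6% of the open and 1.61% of the closed enhancers. Exons outside the untranslated regions held 1757 enhancers (1.86%), and the ends of genes held 1293. The place of an enhancer is that of its centre in the GENCODE annotation, with promoters given precedence.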

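By the position of their centres, 247 enhancers (0.261%) lay in 5′ untranslated regions, which make up 0.0972% of the genome. Of these, 64.4% were in open chromatin, and their median fold enrichment was 2.98. In 3′ untranslated regions there were 884 enhancers (0.935%), against 0.852% of the genome. Of these, 23.5% were in open chromatin, with a median fold enrichment of 2.92.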

Enhancers were also found in the 5’UTR and in the 3’UTR of nearby genes (Additional file 1: Figures S6, S7). 

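The open enhancer at GPI, with a −log10 q-value of 48.8, stays in the list at every stricter threshold given below. The closed enhancer, at 9.00, stays under 0.01 and 1e-05 but not under 1e-10. Further from the threshold on the same scale are the enhancers at the promoters of RPL34 (79.4) and TRMT1 (145). A q-value under 0.01 left 94372 enhancers and removed 155, which is 0.164% of the list. The strongest of those removed had a fold enrichment of 2.12, and their median was 33 output fragments at the summit. A q-value under 1e-05 left 82078 enhancers, of which 13.1% were open. At a q-value under 1e-10 there were 35957 enhancers, of which 17.4% were open. The q-values are the authors', from the pooled replicates.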

A more stringent q-value cutoff (q-value < 0.01) only removed a couple hundred candidate peaks from the final analysis (Additional file 1: Figure S8). As such, for all further analyses, we decided to use a q-value cutoff of 0.05.

In order to validate the function of the active enhancers determined by WHG-STARR-seq, we selected 15 regions for all activity measurements and measured their activity using traditional *Renilla* luciferase reporter assays. These regions were previously tested for nuclear receptor binding in LNCaP cells in response to various hormone treatments independent of WHG-STARR-seq experiments. 

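The 15 regions tested by luciferase assay lie at promoters, in introns and far from genes, and the strongest reporter signal came from the promoter of RPL34, which encodes a ribosomal protein. The paper's log2 luciferase signals were 10.32 for this region, 8.62 for the promoter of TRMT1 and 8.19 for an intron of PLXNB2, a plexin gene. The paper's log2 WHG-STARR-seq enrichments of these 3 regions were 2.01, 2.57 and 3.11. Over the 15 regions, computed here from the paper's Table S1, Pearson's r was 0.812 (permutation test, p = 0.0002, adjusted p = 0.0014) and Spearman's rho was 0.786 (permutation test, p = 0.00076, adjusted p = 0.00186). The square of r was 0.660. Without the 2 regions farthest from the median enrichment, r was 0.762 (permutation test, p = 0.00255, adjusted p = 0.00446). Within the 6 regions that overlap a deposited enhancer r was 0.685 and did not pass the test (exact permutation test, p = 0.153). The adjusted p covers 7 tests on these regions by the method of Benjamini and Hochberg, among them those of groups of regions.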

As seen in Fig. 1e, we observe a strong correlation (*R* ^*2*^ = 0.73) between enhancer activity and luciferase reporter signal, with most of the luciferase validated enhancers also showing strong WHG-STARR-seq enrichment (fold change > 2.0). Conversely, most regions that did not have positive WHG-STARR-seq enrichment did not test positive in the luciferase validation assay. These data demonstrate that the WHG-STARR-seq technique compares reasonably well to traditional luciferase reporter assays.

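The 6 regions that overlap a deposited enhancer had a mean log2 luciferase signal of 6.95, in a range from 4.36 to 10.3, from the paper's Table S1. The 9 regions that overlap none had a mean of 1.04, in a range from -0.66 to 4.82. The groups differed in an exact permutation test (p = 0.000799, adjusted p = 0.00186 over the 7 tests on these regions), and 5 of the 6 regions were above every region without an enhancer. The exceptions lie in 3 places. A region on chromosome 6 from 118241607 to 118241948 had a luciferase signal of 4.82 with a log2 WHG-STARR-seq enrichment of -0.44, and a region on chromosome 12 from 17092911 to 17093216 had 3.19 with -0.42. Both overlap an ATAC-seq peak of vehicle-treated cells. A region on chromosome 3 from 71497147 to 71497514 had a log2 WHG-STARR-seq enrichment of 1.75 in the paper's table. This region overlaps no deposited enhancer and had a log2 luciferase signal of 1.93.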

### Active enhancers correlate with both open and closed chromatin regions

Studies investigating transcriptional networks and regulatory elements tend to focus on euchromatic regions of the genome that allow access for TF and co-regulatory binding. However, because WHG-STARR-seq utilizes episomal reporter constructs, it allows the user to evaluate the potential of regulatory elements across the genome independent of their chromatin context. For example, of the six active WHG-STARR-seq enhancers validated by luciferase experiments, four correspond to open chromatin regions in LNCaP cells and two correspond to closed chromatin regions (Additional file 2: Table S1). This unbiased evaluation of enhancer activity potential provides the ability to investigate all regulatory elements and to uncover even deeper layers of transcriptional regulation that might become available under certain cellular or environmental conditions. 

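The 4 open enhancers among these regions are the promoters of RPL34 and TRMT1, a site in an intron of EPHX1, which encodes an epoxide hydrolase, and an intergenic site 226.79 kb upstream of SLC25A13, which encodes a mitochondrial carrier. Their fold enrichments in the deposited list were 7.27, 9.34, 2.41 and 4.68. Of the 2 closed enhancers, the intron of PLXNB2 on chromosome 22 from 50743977 to 50744859 had a fold enrichment of 8.62, and an intergenic site 269.9 kb upstream of CDYL, which encodes a chromatin protein, had 4.58. The PLXNB2 enhancer overlaps no DNase I site but does overlap an ATAC-seq peak of vehicle-treated cells, and the CDYL enhancer overlaps neither. The scaled input at the CDYL and SLC25A13 enhancers was 8.4, the genome background that MACS2 uses where the local input is lower.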

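Open and closed enhancers differed in sequence and surroundings. Their median GC content was 57.9% and 46.1%. Open enhancers made up 35.4% of the enhancers of chromosome 19 and 31.9% of those of chromosome 22, both rich in genes, and 5.64% of those of chromosome 13. Sequence found in 10 or more copies in the genome held 0.743% of the open and 11.5% of the closed enhancers. An ATAC-seq peak of vehicle-treated cells overlapped 37.8% of the open and 1.68% of the closed enhancers. The enhancer upstream of NID1 had a DNase I score of 0.0754 and no such peak, whereas the enhancer near MIR34A had a score of 0.508 and lay in one. The DNase I scores come with the authors' list of open enhancers, and the DNase I sites themselves were not analysed here.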

To our surprise, only 12.7% (11,980) of the 94,527 active enhancers overlap with at least one of the 143,756 DNase I sites in the same cellular context, and thus were located in open chromatin regions (Additional file 1: Figure S9). The enhancers in open chromatin regions (active and open enhancers) are associated with active chromatin marks including H3K4me1, H3K4me2, and H3K27Ac (Fig. 2a, b, Additional file 1: Figure S10A). In addition, open chromatin regions with WHG-STARR-seq signal are observed to be more conserved than open chromatin regions without detectable WHG-STARR-seq signal (Additional file 1: Figure S11). The repressed chromatin mark H3K27me3 is depleted around active and open enhancers (Fig. 2a, b). Genes nearby these active enhancers in open chromatin display a positive correlation between enhancer activity and expression (Fig. 2c). 

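Genes nearest the strongest open enhancers include CDH1, which encodes E-cadherin, at an average of 9.55 log2 CPM (read counts scaled to library size) in the authors' deposited table, and the histone gene H3F3B at 8.64. In the authors' deposited table GPI stands at 9.49, the smooth muscle actin gene ACTA2 at 1.25 and the basal keratin gene KRT15 at -2.15, so low expression also occurs beside strong open enhancers. The 11980 open enhancers were ranked by fold enrichment into 5 groups of equal size. The median expression of their nearest genes, from the weakest to the strongest group, was 3.76, 3.85, 4.13, 4.40 and 4.88 log2 CPM, computed from the authors' deposited table. Spearman's rho over enhancers was 0.122 (p = 5.5e-41). This is a correlation across enhancers within 1 set of pooled values, and enhancers and genes are not independent replicates. The expression is the authors' average over the libraries of their fit, since no values per library were used here. That fit compares TSA with vehicle, so the average is not the level of vehicle-treated cells alone. With the vehicle level estimated, rho was 0.1175.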

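The 2000 strongest open enhancers, with a fold enrichment of at least 4.15, were nearest to 1856 genes. Among 20 ribosomal protein genes, listed before the data were examined, 8 were in this set, namely RPL11, RPL27, RPL4, RPL5, RPL7, RPL8, RPS3 and RPS4X. The odds ratio was 7.04 (Fisher's exact test, adjusted p = 0.00831 over all gene lists and both chromatin states). Cell cycle inhibitor genes were next, with 5 of 15 (BTG2, CDKN1A, GADD45A, GADD45G and TOB1), which did not pass the test (adjusted p = 0.126). The set held 2 of 20 DNA replication genes (MCM5 and PCNA) and none of the mitosis, HOX or metallothionein genes. Of these enhancers, 41.1% lay in a promoter. The median expression of their nearest genes was 4.86 log2 CPM in the authors' deposited table.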

Gene ontology (GO) term analysis of the top 2000 open active enhancers revealed genes enriched for house-keeping functions that include gene transcription, protein translation, and metabolic processes (Additional file 3: Table S2).

**Fig. 2:**
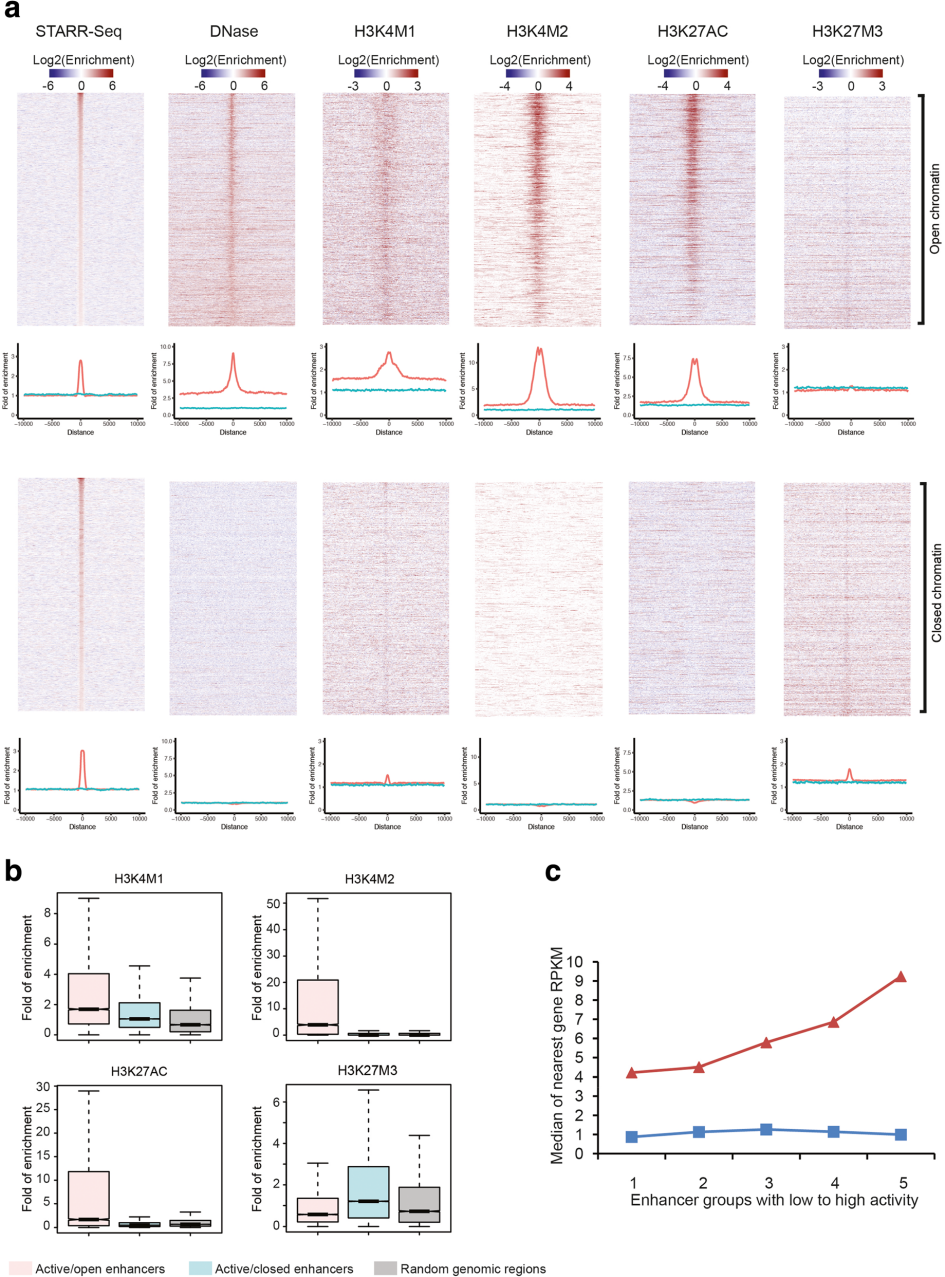
WHG-STARR-seq enhancers are associated with both open and closed chromatin environments. **a** *Heat maps* of various chromatin signal around WHG-STARR-seq enhancers. As generating high-resolution heat maps for all active open or active closed enhancers is too computationally intensive, we randomly sampled 5000 WHG-STARR-seq enhancers from open chromatin regions and from closed chromatin regions, respectively, and plotted signal of WHG-STARR-seq, DNase-seq, H3K4M1, H3K3M2, H3K27Ac, and H3K27M3 around these enhancers. We used all enhancers to make the *density plots* and *boxplots*. To make the density plots, we first extended the centers of enhancers to ± 10 kb, and then for each 100-bp tiling window in the extended regions, we calculated the fold enrichment of ChIP signal (normalized by library size) to INPUT signal (normalized by library size) across all windows. We plotted the average of the fold enrichment in the density plots (*red*: WHG-STARR-seq enhancers; *blue*: 10,000 random genomic regions). **b** *Boxplots* of fold enrichment of signal of various histone marks on WHG-STARR-seq enhancers (±200 bp around enhancer centers) and random genomic regions (±200 bp around random genomic region centers). **c** Association between gene expression level and nearby WHG-STARR-seq enhancers in open and closed chromatin regions. Enhancers were assigned to their nearest gene. All enhancers were binned into five separate groups according to the rank of enhancer signal (*red*: active/open enhancers; *blue*: active/closed enhancers)

By contrast, the active regulatory elements identified by WHG-STARR-seq that are located in closed chromatin regions (active and closed enhancers) are not associated with DNase I signal, H3K4me2, or H3K27Ac marks (Fig. 2a, b, Additional file 1: Figure S10B), classifying them as having active potential, yet inaccessible in their native chromatin state. These regions do show weak but notable enrichment for H3K4me1 (Fig. 2a, b, Additional file 1: Figure S10B), consistent with previous studies that show H3K4me1 marks can be associated with enhancers regardless of their endogenous chromatin context [7, 22, 23]. These closed chromatin enhancers also show weak enrichment for H3K27me3 (Fig. 2a, b), indicating that some of these regulatory elements might be under the control of polycomb-mediated repression. For the closed chromatin enhancers, low presence of H3K4me1 may be indicative of poised enhancers, suggesting that these enhancers might be one stimuli away from active transcriptional regulation [24]. In further support of their inaccessibility, these closed chromatin regions do not show any correlation between enhancer activity and nearby gene expression level in LNCaP cells (Fig. 2c). Additionally, the conservation scores of closed, active enhancers that are opened in other ENCODE cells are higher than closed active enhancers that are closed in all ENCODE cell types (Additional file 1: Figure S12). 

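Genes nearest the strongest closed enhancers ranged from well expressed to silent. In the authors' deposited table the cell cycle inhibitor gene CDKN1A stands at an average of 7.61 log2 CPM, and the retinoblastoma-like gene RBL2 at 7.49. In the authors' deposited table the axon growth gene GAP43 stands at -0.71 and the skin barrier gene LCE1E at -2.33. By fold enrichment, the 5 groups of closed enhancers, from the weakest to the strongest, had nearest genes with a median of 2.07, 2.37, 2.35, 2.30 and 2.05 log2 CPM, computed from the authors' deposited table. Spearman's rho over the 82547 enhancers was 0.00156 (p = 0.655). With only enhancers within 50 kb of a start site rho was 0.0355 (p = 1.5e-12), and with only the strongest enhancer of each gene it was -0.0328 (p = 6.1e-05). These genes and enhancers are not independent replicates. The paper states that the absence of a correlation adds support to the closed state of these regions, which it defined by DNase I sites.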

Interestingly, the WHG-STARR-seq signal between accessible enhancers compared to inaccessible enhancers are similar to one another (Fig. 2a). In contrast to enhancers located in open chromatin regions, GO term analyses for nearby genes of enhancers located in closed chromatin revealed genes enriched for regulation various developmental processes (Additional file 3: Table S2). 

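Several cell cycle inhibitor genes have strong enhancers in both chromatin states, an example chosen after its values were seen. At CDKN1A, which encodes the inhibitor p21, a closed enhancer on chromosome 6 from 36643765 to 36645578 had a fold enrichment of 36.6 and an open enhancer from 36650077 to 36650925 had 10.4. GADD45A, a gene induced by DNA damage, has an open enhancer of 23.7-fold on chromosome 1 from 68151973 to 68152914 and a closed one of 7.53-fold from 68190548 to 68191268. Over all enhancers the median fold enrichment was 2.78 in open and 3.10 in closed chromatin, and the means were 3.35 and 3.43. The difference of medians, closed minus open, was 0.32 (rank-sum test over enhancers, n = 11980 open and n = 82547 closed, p = 3.8e-206). The scaled input at the summit was higher at open enhancers (median 24.7) than at closed enhancers (13.4), and 16.1% of closed and 1.35% of open enhancers were at the genome background of the input. Within each of 8 ranges of scaled input, open enhancers had the higher median. Matched on scaled input, 11229 open enhancers had a median of 2.82 and as many closed enhancers 2.58, so the direction turned. Matched on output fragments, the difference was 0.53, which reflects the input alone, since fold enrichment is output over input. With open chromatin defined by the ATAC-seq peaks of vehicle-treated cells, the difference was -0.0169.

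**Figure D1:**
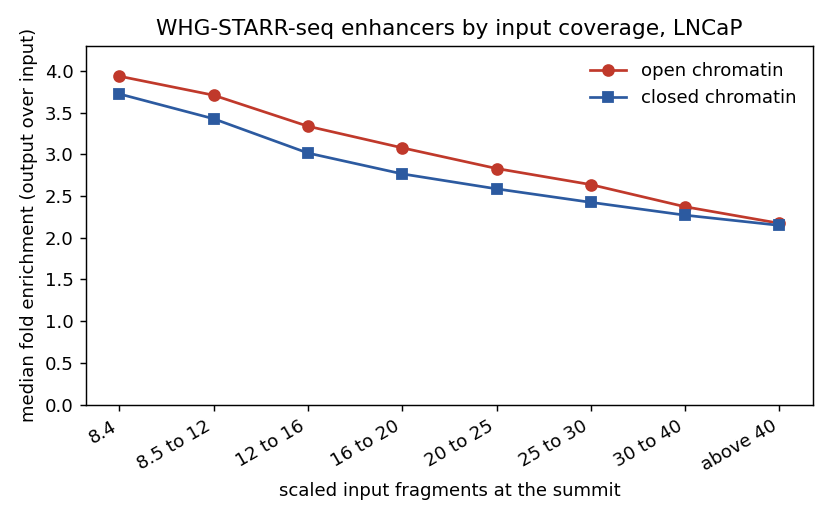
Median fold enrichment of open and closed enhancers (vertical axis) by the scaled input at the summit (horizontal axis, 8 ranges). Medians fall from 3.94 (open) and 3.72 (closed) in the lowest range to 2.17 and 2.15 in the highest.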

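The 2000 strongest closed enhancers, with a fold enrichment of at least 6.91, were nearest to 1678 genes, of which 187 were also nearest to the 2000 strongest open enhancers. Among 15 cell cycle inhibitor genes, 6 were in this set, namely BTG1, CDKN1A, GADD45A, GADD45G, RBL2 and TOB1. The odds ratio was 7.86 (Fisher's exact test, adjusted p = 0.0168). Of 20 neuronal genes bound by REST, a repressor of neuronal genes, the set held GAP43, SYT1 and SYT4, and of 13 histone deacetylase genes it held 3, HDAC4 and HDAC11 among them. Neither list passed the test (adjusted p = 0.786 and 0.747). None of the 20 HOX cluster genes was in the set (adjusted p = 0.854). Only 1.55% of these enhancers lay in a promoter, and their median distance from a start site was 60.5 kb. Their nearest genes had a median of 1.99 log2 CPM in the authors' deposited table. The lists were tested together with those for open enhancers, and no gene ontology terms were used here.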

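The motif of AP-1, the dimer of JUN and FOS proteins, was in 22.5% of the 5000 strongest closed enhancers and in 12.7% of their control regions (odds ratio 2.01, Fisher's exact test, adjusted p = 7.6e-38). The CCAAT box bound by NFY was in 12.1% against 7.62%. The motif of FOXA1, a pioneer factor of prostate cells, was in 13.6% against 10.3% (odds ratio 1.38, adjusted p = 4.5e-07), and that of GATA2, another pioneer factor, in 19.5% against 16.7% (adjusted p = 0.00052). Over all closed enhancers the direction for GATA2 was the opposite, with 12.5% against 12.9% (adjusted p = 0.0325). In the 5000 strongest, the NKX3.1 motif was in 5.36% against 5.00% (adjusted p = 0.537). The STAT3 motif was in 1.80% against 2.28% (adjusted p = 0.129). Neither passed the test. The motif of HOXB13 was less frequent in enhancers (24.7%) than in controls (30.4%). Each motif was 1 consensus sequence, searched in both strands of each enhancer. The control of an enhancer was a region of the same length 5 to 40 kb away with a similar GC content, and the adjusted p covers all motifs, both chromatin states and both sets of enhancers. The controls had a median GC content of 44.7% against 46.2% in the enhancers and lay more often in repeated sequence (13.6% against 7.14%).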

Motif enrichment analysis using HOMER [25] revealed that these enhancers are enriched for transcription factor binding sites such as FOXA1, NKX3.1, and STAT3 (Additional file 4: Table S3). Taken together, these results indicate that the vast majority of enhancers in the human genome are in epigenetically poised or silent states, but maintain regulatory potential.

### Closed chromatin enhancers drive nearby gene expression upon TSA treatment

To determine whether the active, inaccessible enhancers are able to regulate nearby gene expression upon a change in the endogenous chromatin environment, we treated LNCaP cells with TSA for 24 h. TSA is a histone deacetylase inhibitor (HDAC) that leads to an accumulation of acetylated histone, resulting in a relaxed chromatin environment. Following treatment with TSA, we performed assay for transposase accessible chromatin sequencing (ATAC-seq) and messenger RNA-sequencing (mRNA-seq) experiments to measure the genome-wide chromatic accessibility and gene expression levels, respectively. 

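TSA is trichostatin A, an inhibitor of histone deacetylases. LNCaP cells were treated with TSA at 100 ng/ml or with the vehicle DMSO for 24 h. ATAC-seq, in which a transposase inserts adapters into open chromatin, was done on 3 TSA-treated and 3 vehicle-treated cultures, and mRNA-seq on 3 TSA-treated, 3 vehicle-treated and 3 untreated cultures. The untreated mRNA-seq libraries were not used here. For ATAC-seq the authors aligned reads to hg19 with Bowtie, trimmed the unmapped reads with cutadapt and aligned those with Bowtie2, removed duplicates with Picard, called peaks with Fseq on the pooled libraries of each condition and counted reads in the merged peaks. For mRNA-seq they aligned reads with TopHat and counted them per gene. Both count tables were compared between TSA and vehicle by the authors with edgeR, and the versions of these tools are not given in the sources used here. The authors' deposited table of sites holds the merged peaks and their table of genes holds 22336 genes, each with 1 log2 fold change, an average level and a p-value. No table has a value per library, so the depth of each library and the error between replicates are unknown here, and every fold change and p-value of sites and genes is the authors'. The p-values of the genes were adjusted here by the method of Benjamini and Hochberg over all genes.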

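After TSA treatment, genes of DNA replication fell, and metallothionein, neuroendocrine and neuronal genes rose. All 20 DNA replication genes fell in the authors' deposited table (20 adjusted over the list alone), with a median log2 fold change of -1.16, among them MCM5 (-2.81) and MCM7 (-1.67) of the replicative helicase and TYMS (-1.72), which makes thymidylate. All 9 metallothionein genes, which encode metal-binding proteins, rose in the authors' deposited table (9 adjusted over the list alone), with a median of 4.88, among them MT1E (7.79) and MT2A (3.24). Of 13 neuroendocrine genes, 10 rose and 1 fell in the authors' deposited table (10 and 1 adjusted over the list alone), with NCAM1 at 9.03, CHGB at 4.81 and the dopa decarboxylase gene DDC at -2.00. Of 20 neuronal genes bound by REST, 16 rose and 1 fell in the authors' deposited table (17 and 1 adjusted over the list alone), with L1CAM at 5.28 and UNC13A at 4.42. Genes of other cell types rose too, among them 7 of 10 stromal and fibroblast markers in the authors' deposited table (7 adjusted over the list alone). Among 20 androgen-responsive genes, 11 fell and 7 rose in the authors' deposited table (11 and 8 adjusted over the list alone), with KLK3, which encodes prostate-specific antigen, at -1.69. CLSTN2, a synaptic cadherin gene, had the largest rise among genes with an average of at least 1 CPM in the authors' deposited table (10.75, adjusted p = 1.1e-71), and the drug efflux pump gene ABCB1 rose by 10.65. The paralogs FAM75A5 and FAM75A7 share the value 10.32 in the authors' deposited table, followed by NLRP5 (10.27), AKR1CL1 (10.08), RTBDN (10.03), FREM2 (10.01), VGLL2 (9.73) and ATCAY (9.73). The largest falls among genes with an average of at least 1 CPM in the authors' deposited table were at MIR663B (-8.95, adjusted p = 3.9e-05), LOC100128505 (-7.83, adjusted p = 0.000537), LYL1 (-7.10, adjusted p = 0.0037), ACSM2B (-6.34, adjusted p = 0.0113) and the bile salt pump gene ABCB11 (-4.94, adjusted p = 1.7e-17). Without values per library, it is unknown whether each of these falls was present in every library. RLN1 (-4.86, adjusted p = 2.0e-123) and RLN2 (-4.57), which encode relaxins, CARTPT (-4.79), LRRC34 (-3.95) and the kinase gene BMX (-3.91) complete the list in the authors' deposited table. In all, 5799 genes rose and 4721 fell at an adjusted p under 0.05 in the authors' deposited table. Among those with an average of at least 1 CPM, 4160 rose and 4609 fell in the authors' deposited table. Fold changes from or to near-zero levels depend on the prior count of the authors' fit and are not bounds.

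**Figure D2:**
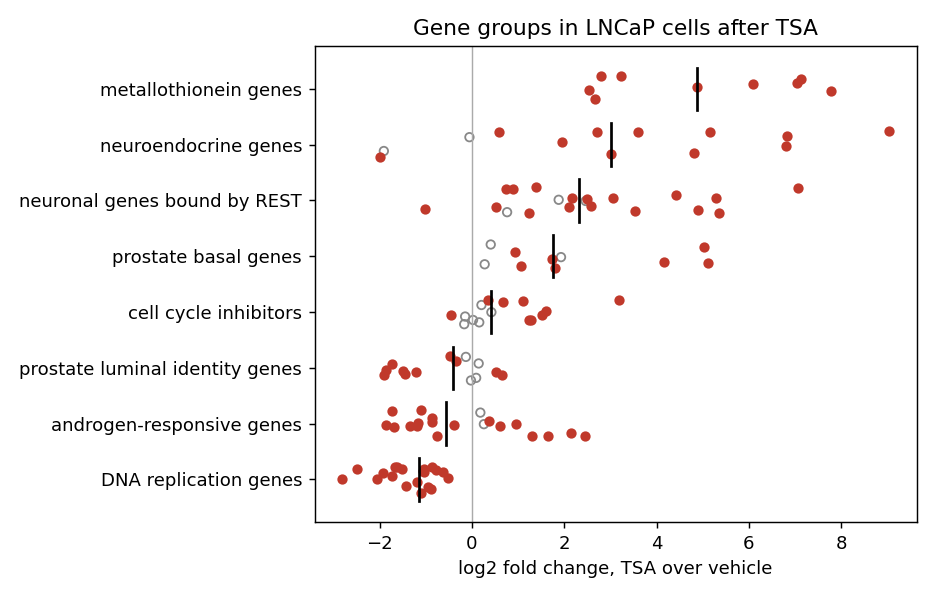
Log2 fold change of the members of gene lists, TSA against vehicle (horizontal axis), in the authors' deposited table, each point a gene. Filled points passed an adjusted p under 0.05, open points did not, and the black line is the median of the list. All 9 metallothionein genes lie above 0 and all 20 DNA replication genes lie below 0.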

We identified 6652 sites (EdgeR [26], q-value < 0.05) with an observed increase in chromatin accessibility as compared to vehicle (we define these regions as TSA-induced sites hereafter). 

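The largest rise in accessibility was at an intergenic site on chromosome 3 from 170393102 to 170393872, near SLC7A14, a gene of the cationic amino acid transporter family, with a log2 fold change of 6.20 in the authors' deposited table (q-value 0.000453). The sites after it in the authors' deposited table lie near C12orf54 (5.97), PCDH10 (5.87), IL1RAPL1 (5.77) and FAM71F2 (5.74). PCDH10, a protocadherin gene 1330 kb from its site, rose by 3.93 in the authors' deposited table (adjusted p = 3.2e-06), while FAM71F2 had a log2 fold change of -1.52 (adjusted p = 0.00275). SLC7A14 itself had 3.17 in the authors' deposited table, which did not pass the test (adjusted p = 0.109). Accessibility fell most in an intron of FTSJ1 (-5.51) and near TRAM1L1 (-5.21), again in the authors' deposited table. These sites had low averages, from 0.18 to 0.58 log2 CPM at the 5 rises and -0.08 and -0.25 at these falls. The medians were 3.57 for opened and 3.25 for lost sites. Fold changes at such low sites may depend on the prior count of the authors' fit. Of all sites in the authors' deposited table, 6652 (12.8%) gained accessibility at a q-value under 0.05, by a median log2 fold change of 0.87, and 2616 of them gained at least 2-fold. Of the opened sites, 4083 (61.4%) lay outside every ATAC-seq peak of vehicle-treated cells and 1050 (15.8%) lay in a promoter. At a q-value under 0.01 the authors' deposited table holds 3876 opened sites.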

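Strong enhancers in closed chromatin that opened under TSA lie near neuronal and lipid synthesis genes. After the one upstream of CNTN6 come those near AGPAT5 (38.5-fold), a gene of phospholipid synthesis, and near LHX8 (24.3-fold), a neuronal homeobox gene. An enhancer in an intron of C7orf10 (24.0-fold) follows. LHX8 rose by 5.14 (adjusted p = 0.000364) and AGPAT5 by 0.96 on the log2 scale in the authors' deposited table, while CNTN6 (0, adjusted p = 1) and C7orf10 (0.30, adjusted p = 0.476) did not pass the test. By an overlap of at least 1 base, 737 closed enhancers (0.893%) overlapped 726 opened sites. Their median fold enrichment was 3.02, against 3.10 for the other closed enhancers (rank-sum test over enhancers, n = 737 opened, p = 0.451). Intergenic sequence held 70.3% of them, introns 24.7% and promoters 26 enhancers. Sequence with 10 or more copies in the genome held 39.1% of them and 11.3% of the other closed enhancers, and 197 overlapped an ATAC-seq peak of vehicle-treated cells. With opened sites at a q-value under 0.01 the count was 490, and with a log2 fold change of at least 1 it was 433.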

In inaccessible chromatin regions in the vehicle condition, there are 82,547 active, WHG-STARR-seq enhancers, among which 615 of these regions overlapped with the TSA-induced sites (Fig. 3a). By comparison, there are 2648 TSA-induced sites in closed chromatin regions without WHG-STARR-seq activity. 

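Outside the ATAC-seq peaks of vehicle-treated cells, 3378 opened sites overlapped no enhancer. They include the sites near SLC7A14, C12orf54, IL1RAPL1 and FAM71F2, while the site near PCDH10 overlapped a closed enhancer with a fold enrichment of 2.51. Genes nearest to these sites and to no opened closed enhancer numbered 2024, of which 855 rose and 244 fell in the authors' deposited table. The mean log2 fold change of these genes, computed from the authors' deposited table, was 1.26.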

Given that only ~ 3% of the closed chromatin regions have WHG-STARR-seq activity, there is a highly significant enrichment for active WHG-STARR-seq enhancers in regions with TSA-induced accessibility (*p* value = 7.4e-293). 

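Closed enhancers were found in a larger share of the sites that TSA opened than of the other sites. Outside the ATAC-seq peaks of vehicle-treated cells, 500 of 3878 opened sites (12.9%) overlapped a closed enhancer, against 531 of 8849 sites that did not open (6.00%). Sites that overlap an open enhancer were left out of both groups. The odds ratio was 2.32, with a 95% interval from 2.04 to 2.64 (Fisher's exact test over sites, p = 1.1e-36). In sites outside vehicle peaks, the background holds regions that were called in TSA-treated cells, so it differs from the whole of closed chromatin. From the low share of closed chromatin with WHG-STARR-seq activity, the paper concludes that active enhancers are enriched in regions with TSA-induced accessibility.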

We assigned the 615 active, inaccessible enhancers with TSA-induced chromatin accessibility to their nearest genes and, as such, we found that 401 genes have at least one such enhancer. 

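Among the nearest genes, EYA1, a developmental transcription cofactor, and the uncharacterized LOC285629 have opened enhancers in their promoters. The EYA1 enhancer lies on chromosome 8 from 72268610 to 72269195 (5.07-fold), and the LOC285629 enhancer on chromosome 5 from 160365284 to 160366078 (8.87-fold). Other enhancers lie farther away, 83.3 kb from VGLL2 (2.79-fold), 46.9 kb from SYNPO2 (4.72-fold), an actin-binding protein gene, and 178 kb from PRR20E (4.79-fold). At the sites over these 5 enhancers the log2 fold changes in accessibility were 1.97, 1.1, 1.34, 2.39 and 1.61 in the authors' deposited table. CLEC14A, an endothelial lectin gene, is 379 kb from its opened enhancer, the potassium channel gene KCNU1 is 208 kb from an enhancer of 11.3-fold, and FAM182B holds its enhancer in an intron. In all, the 737 enhancers were nearest to 599 genes, and 101 genes had 2 or more. The median distance was 126 kb, with 226 enhancers within 50 kb of a start site and 405 beyond 100 kb.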

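Most of the genes that changed near closed enhancers opened by TSA rose. SYNPO2 rose by 9.28, PRR20E by 8.89, EYA1 by 8.68 and LOC285629 by 8.59 on the log2 scale in the authors' deposited table, behind VGLL2, a cofactor of TEAD transcription factors. CLEC14A (-3.15), FAM182B (-2.08) and KCNU1 (-1.77) had the largest falls in the authors' deposited table. Of the 599 nearest genes, 283 rose (47.2%) and 49 fell (8.18%) in the authors' deposited table. Their mean log2 fold change was 1.78, against 0.52 for the 21737 other genes, computed from the authors' deposited table (rank-sum test over genes, p = 9.5e-54). In 10000 random sets of genes matched on average expression, the mean had a central 95% range from 0.675 to 0.94 and never passed 1.08. Compared with genes nearest to opened sites without an enhancer, the difference of means was 0.52 in place of 1.26. Of the 599 genes, 50.1% had an average below 1 CPM, where fold changes depend on the prior count of the authors' fit, and genes are not independent replicates.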

The expression level of these 401 genes are significantly higher when compared to all other genes across the genome (Fig. 3b). An example of this phenomenon can be seen with an enhancer region approximately 3-kb upstream of the *LCE1F* gene where, upon TSA treatment, there is a marked increase in chromatin accessibility in all three biological replicates (Fig. 3c).

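LCE1F encodes a protein of the cornified envelope of skin, in the epidermal differentiation complex on chromosome 1. An enhancer in closed chromatin from 152747226 to 152747862 spans its annotated start site at 152747616, with a fold enrichment of 4.42 from 91 output fragments at the summit. The site over it, from 152747294 to 152747855, gained accessibility by a log2 fold change of 1.49 in the authors' deposited table (q-value 0.000226). A stronger enhancer (11.6-fold) lies at the promoter of the neighboring LCE1E from 152758191 to 152759196, where accessibility rose by 0.92 in the authors' deposited table (q-value 0.0195). Another enhancer between them, from 152751727 to 152752506 (3.07-fold), overlaps no site that opened. LCE1F had a log2 fold change of 4.29 in the authors' deposited table (adjusted p = 0.018) at an average of -2.15 log2 CPM, close to the floor of detection. LCE1E had 3.57 in the authors' deposited table and did not pass the test (adjusted p = 0.0621). KPRP, a keratinocyte gene next to LCE1F, rose by 6.26 in the authors' deposited table, with a site over its exon at 0.45 (q-value 0.0355). Of 25 genes of the epidermal differentiation complex, 5 rose and none fell in the authors' deposited table (5 and 0 adjusted over the list alone), with SPRR1A at 7.77, FLG at 5.24, IVL at 3.99 and S100A9 at 2.62. The accessibility of each replicate was not analysed here.

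**Figure D3:**
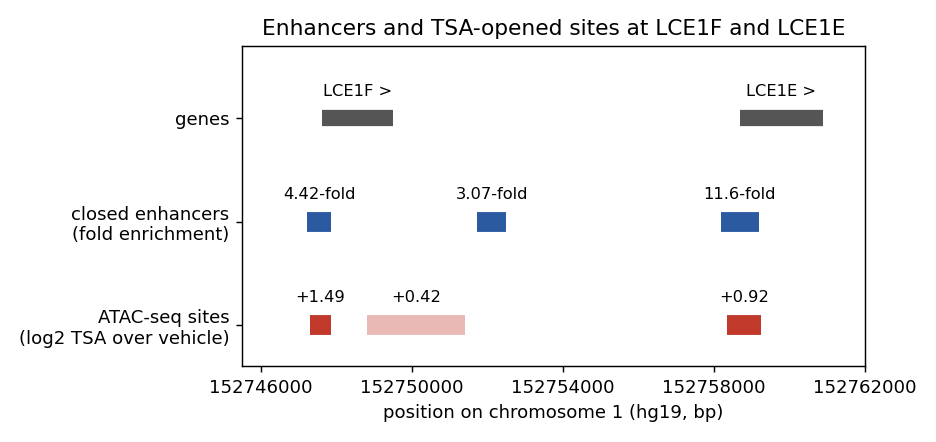
Map of the region around LCE1F and LCE1E on chromosome 1 of hg19 (horizontal axis, position) with gene models, enhancers and ATAC-seq sites. The enhancers at the starts of LCE1F and LCE1E coincide with sites that gained accessibility under TSA.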

**Fig. 3:**
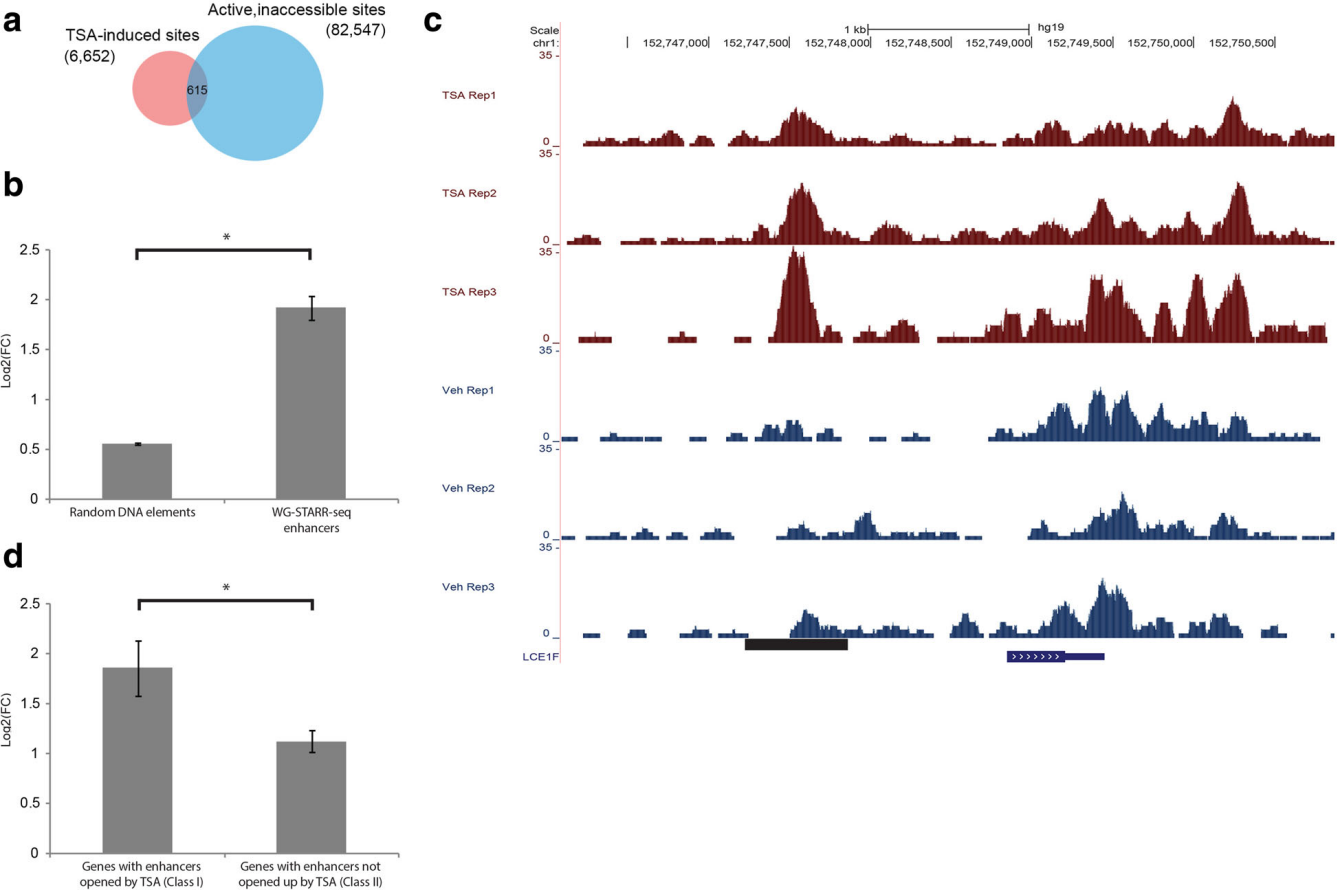
Inaccessible enhancers are functional upon treatment with TSA. **a** *Venn diagram* showing the overlap between active, inaccessible WHG-STARR-seq enhancers and TSA-induced sites. **b** Comparison of gene expression in response to TSA treatment of global genes and the 401 genes that have nearby WHG-STARR-seq enhancers which were inaccessible under vehicle treatment but became accessible under TSA treatment. Statistical significance was calculated using Wilcox Sum Rank Test (*p = 2.2e-16). **c** Genomic snapshot displaying ATAC-seq signal at *LCE1F* locus of LNCaP cells treated with TSA vs vehicle. **d** Comparison of nearby gene expression in response to TSA treatment of WHG-STARR-seq enhancers that were previously inaccessible, but opened up by TSA treatment (Class I) and regions not active in WHG-STARR-seq and opened up by TSA (Class II). Statistical significance was calculated by Wilcoxon sum rank test (*p = 1.6e-2)

To further statistically validate these experimental findings, we identified two different classes of genes. The first class (Class I) includes 59 genes that have nearby active, inaccessible enhancers (as defined by WHG-STARR-seq) opened up by TSA within 50 kb of their respective translational start sites. These genes also do not contain any nearby regulatory elements whose accessibility is decreased upon TSA treatment. 

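Class I held 121 genes when built from these files. The members with the smallest adjusted p include VCAN, which encodes the matrix proteoglycan versican, with a log2 fold change of 7.26 in the authors' deposited table, and SNAP91, a synaptic vesicle gene, with 2.12. LOC285629, LCE1F and LCE1E also belong to it. C9orf46 went the other way, with -1.49 in the authors' deposited table. Of these genes, 60 rose and 11 fell in the authors' deposited table. A gene was placed in this class when it was nearest to an opened closed enhancer, its start site lay within 50 kb of that enhancer and no site that lost accessibility lay within that distance.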

The second class (Class II) of genes include 371 candidates that were selected with the same criteria, with the exception of being located nearby (within 50 kb) inaccessible DNA elements that were not identified by WHG-STARR-seq, but still opened up upon TSA treatment. 

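Class II held 885 genes, built with the same distance rules from opened sites that lie outside vehicle peaks and overlap no enhancer. Genes of Class I were left out. Class I had no such limit on vehicle peaks, and 197 of the 737 opened closed enhancers overlap one. VIM, which encodes the mesenchymal filament vimentin, rose by 4.81 in the authors' deposited table. STMN4, a neuronal microtubule regulator, rose by 7.44 and TIMP3, an inhibitor of matrix proteases, by 7.94 in the authors' deposited table. SLC22A3, a cation transporter gene, had -3.29 in the authors' deposited table. Of the class, 365 genes rose and 103 fell in the authors' deposited table.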

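Genes near opened closed enhancers rose more than genes near opened elements without WHG-STARR-seq activity. The mean log2 fold change, computed from the authors' deposited table, was 1.96 in Class I and 1.29 in Class II, a difference of 0.67 (permutation test over genes, p = 0.00129). By the rank-sum test over genes the p was 0.00553. VCAN, SNAP91 and LOC285629 lie above the mean of Class I, and C9orf46 lies below it. Class I genes had a lower average expression (median -0.23 log2 CPM in the authors' deposited table) than Class II genes (1.61). Matched on average expression, the difference was 0.39 (permutation test over genes, p = 0.0305). Among genes with an average of at least 1 CPM the difference was 0.51 and did not pass the test (permutation test over genes, p = 0.0609).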

Using a standard Wilcoxon statistical test, we find that the expression levels of genes in Class I are significantly higher than the expression of genes in Class II (*p* < 0.013) (Fig. 3d). Collectively, these results indicate that the closed chromatin enhancers identified by WHG-STARR-seq can become functional regulatory elements when their chromatin context assumes a more transcriptionally permissive environment.

### Interplay of chromatin context and enhancer strength in regulating nearby genes

Based on the above results, we wanted to further investigate the relationship between chromatin context, enhancer strength, and nearby gene expression. While WHG-STARR-seq quantifies the inherent regulatory potential of enhancer elements, DNase-seq measures the accessibility of DNA elements to trans-acting factors such as TFs. As such, we wanted to integrate these two features to obtain a genome-wide assessment of their effects on gene expression levels. We first analyzed expression levels for genes nearby enhancers of varying activity and chromatin accessibility. Expression of genes near sequences located within closed chromatin, but that showed WHG-STARR-seq activity, was lower than the expression of genes near DNase I hypersensitivity sites that did not show WHG-STARR-seq enhancer activity (inactive and open sites) (Fig. 4a). This may be due to recalcitrance of some cis-regulatory elements in open chromatin regions to individual testing for functionality by reporter assay-based WHG-STARR-seq, or these elements may not correspond to enhancers but rather have other biological functions. 

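As a group, genes nearest closed enhancers were expressed at a lower level than genes nearest accessible sites without enhancer activity. Since the DNase I sites without enhancers were not analysed here, the ATAC-seq peaks of vehicle-treated cells without an enhancer stand for them. These were 33108 of 38813 peaks, nearest to 11848 genes. Their genes had a median of 3.77 log2 CPM, against 3.03 for the 14932 genes nearest a closed enhancer, both from the authors' deposited table. The difference was 0.74 (rank-sum test over genes, n = 11848 and n = 14932, p = 2.3e-31). For the 9434 genes that were nearest to closed enhancers only, the median was 1.58 in the authors' deposited table, and 41.7% were below 1 CPM. The 4438 genes nearest to no enhancer had a median of 2.04 in the authors' deposited table. A gene can belong to more than one of these groups, and genes are not independent replicates. Expression, here and in the groups of DNase I score below, is the average of the authors' fit of TSA against vehicle. It is not the level of vehicle-treated cells alone.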

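The 7519 genes nearest an open enhancer, among them GPI, CDH1 and the ribosomal protein genes RPL4 and RPL8, had a median expression of 4.44 log2 CPM in the authors' deposited table. RPL4 stands at 10.21 and RPL8 at 9.43 in the authors' deposited table. Of these genes, 19.4% were below 1 CPM. The difference from genes nearest a closed enhancer was 1.41 (rank-sum test over genes, n = 7519, p = 4.3e-130), and the difference from genes nearest vehicle peaks without an enhancer was 0.67 (same test, p = 1.3e-43). With the vehicle level estimated, the difference from genes nearest a closed enhancer was 1.65.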

As expected, we find the highest expression of genes nearby open chromatin enhancers identified by WHG-STARR-seq.

**Fig. 4:**
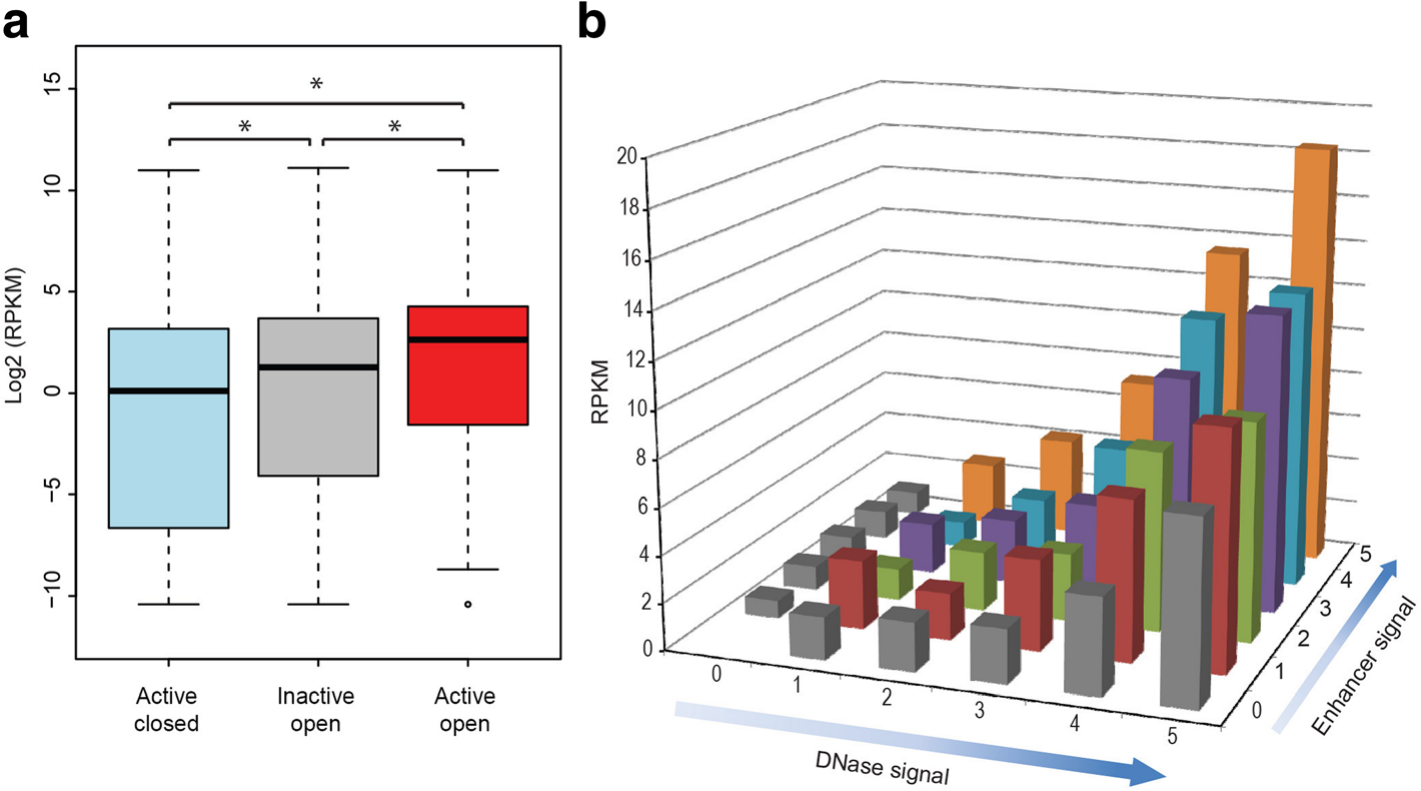
Gene expression levels are quantitatively associated with in chromatin accessibility and enhancer strength. **a** Comparison of expression levels of genes (denoted as RPKM) with different groups of enhancers nearby. Enhancers were assigned to their nearest gene (no distance cutoff). Statistical significance was calculated using Wilcox sum rank test (*p = 2.2e-16). **b** *3D plot* comparing expression levels of nearby genes in relation to both DNase I signal and enhancer activity. Both DNase I and enhancer signals are binned into six separate groups (0–5) according to the ranks of DNase I and enhancer signals, respectively

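For each open enhancer the authors' list gives the score of the DNase I site it overlaps, which ran from 0.0344 to 2.37. The enhancers at the promoters of RPL34 and TRMT1 differ in this score (0.0418 and 0.373) though both are strong. The intergenic enhancer upstream of SLC25A13 had 0.0351 and the one in an intron of EPHX1 had 0.156. The enhancers were ranked here into 5 groups by DNase I score and 5 by fold enrichment. DNase I score and fold enrichment were correlated with Spearman's rho = 0.116 over enhancers.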

To obtain a more quantitative view of the relationship among WHG-STARR-seq enhancer activity, chromatin state, and gene expression, we categorized all active and accessible enhancers into 36 separate groups (ranked 0–5), based on their levels of DNase I signal and enhancer activity (Fig. 4b). 

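The expression of the nearest gene rose with the DNase I score more than with enhancer activity. Spearman's rho over open enhancers, which are not independent replicates, was 0.252 for the DNase I score. Within the 5 groups of enhancer activity it ranged from 0.161 to 0.303. For fold enrichment, rho within the 5 groups of DNase I score ranged from 0.00167 to 0.160. In the group with the lowest DNase I scores, the median expression from the weakest to the strongest enhancers was 3.08, 2.69, 3.03, 2.28 and 3.31 log2 CPM, computed from the authors' deposited table. In the group with the highest scores it was 4.82, 4.74, 5.28, 5.24 and 5.52 in the authors' deposited table. Between these, in the group of middle scores, the strongest enhancers reached 4.57 in the authors' deposited table.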

Overall, we found that the average gene expression level of genes nearby these enhancers increases as one of the variables (DNase I signal or enhancer activity) stays fixed. Additionally, these two variables appear to act together such that higher enhancer signal and higher DNase I signal corresponded to genes with higher gene expression levels. 

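The 519 enhancers in the top group of both measures had nearest genes with the highest median expression of the 25 groups formed here, 45.8 CPM, against 8.46 for the 552 enhancers in the bottom group of both, computed from the authors' deposited table. The lowest median (4.85 CPM in the authors' deposited table) was at enhancers of the lowest DNase I scores and the next to highest activity.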

Noticeably, enhancers with strong WHG-STARR-seq activity and weak DNase-seq signal were associated with lower gene expression levels than enhancers with weak WHG-STARR-seq activity and strong DNase-seq signal. This observation may reflect false negatives from the WHG-STARR-seq assay, high levels of basal promoter activity in some genes, or a combination of these factors. 

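The 344 enhancers with the strongest activity and the weakest DNase I signal had nearest genes with a median of 9.94 CPM in the authors' deposited table, and the 409 enhancers with the weakest activity and the strongest DNase I signal had 28.3. These groups differed by a rank-sum test over enhancers (n = 344 and n = 409, p = 1.4e-06), which takes enhancers as independent. The enhancer at the RPL34 promoter belongs to the former group.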

Overall these data indicate that the enhancers we validated with WHG-STARR-seq are indeed biologically relevant and are quantitatively predictive of gene expression output when coupled with chromatin state data.

## Discussion

In the current study, we improve on current enhancer profiling methods to develop WHG-STARR-seq, a technique that allows for the genome-wide, quantitative assessment of regulatory elements in large and high complexity genomes. This method allows for an unbiased analysis of the entire genome. Whereas previous methods were able to detect enhancers on the order of thousands in the human genome, WHG-STARR-seq is able to detect activity of tens of thousands of enhancers.

STARR-seq assays provide a complementary approach to orthogonal enhancer discovery methods. For example, a recent study by Inoue et al., observed substantial differences in chromosomal integrated libraries vs episomal libraries [27]. While integrated libraries do well in identifying endogenously active enhancers in a given cell or tissue type, our data in this study indicate that the detected enhancers from our episomal library are endogenously located in closed chromatin regions, accessible in other ENCODE cell lines and have biological relevance based on the sets of genes which reside nearby and the transcription factor binding sites enriched within them. Another complementary approach involves CRISPR screening, which has recently been shown to be effective for enhancer discovery [28, 29, 30] based on phenotypic readouts such as cell proliferation or survival to detect interesting regions for further interrogation. Such CRISPR mutational experiments demonstrate the necessity of specific genomic elements for enhancer activity, while STARR-seq demonstrates sufficiency as well as providing direct quantitative readout of enhancer activity.

Overall, we reproducibly detected 94,527 active enhancers in LNCaP cells. Surprisingly, the vast majority (87.3%) of active enhancers were found in closed chromatin regions. It has been suggested that the large size and complexity of the human genome, compared to organisms with substantially more compact genomes like *Drosophila*, corresponds to also to higher complexity of gene regulation [31]. Consistent with this idea, the fraction of enhancers mapped to closed chromatin regions in our data is about twofold of that in *Drosophila* STARR-seq data. Forty-one percent of these regions with WHG-STARR-seq activity, but endogenously within closed chromatin in LNCaP cells, reside in open chromatin regions of at least one other ENCODE cell type. Interestingly, the genes nearby these enhancers were enriched for organ developmental processes. These enrichment patterns provide biological relevance to this group of “poised” enhancers identified by WHG-STARR-seq. We hypothesize that these regions may likely play important roles in early organ development and afterwards become epigenetically silenced by histone modifications and/or chromatin remodeling. Thus, WHG-STARR-seq has the unique potential to identify hidden enhancers that, when exposed to trans-cellular environments, might act as pluripotent master regulators to reverse developmental processes. By comparison, we did find active WHG-STARR-Seq enhancers that are within closed chromatin for all ENCODE cell types. Near such enhancers, GO term analysis shows no biological process enrichment (data not shown). These enhancers also show low evolutionary conservation scores. Therefore, there is poor evidence supporting possible functional roles for active STARR-seq enhancers that are epigenetically silenced in all ENCODE cell types, but they might still affect biological processes when chromatin accessibility is artificially changed.

Furthermore, addition of a molecule (TSA) that causes the modification of a subset of chromatin marks in the genome revealed that many of these closed chromatin enhancers became endogenously functional and nearby genes increased in expression. This response to TSA clearly shows the interplay between chromatin structure and intrinsic enhancer activity in regulating transcriptional dynamics. Additionally, these observations illustrate limitations in methods and analyses that focus on using DNase I profiles and other chromatin mark datasets to predict and/or pre-select enhancer elements for functional characterization. Cellular environments in vivo can vary dramatically in response to a vast variety of variables including growth factors, cytokines, hormones, cell–cell contact, and physical or environmental challenges. Such variation in cellular environment may alter chromatin state, as demonstrated by the TSA experiments we performed to target histone modification enzymes. These results underscore that predictive methods that rely on chromatin state profiling for predicting enhancers genome-wide in the ENCODE and related projects are likely limited by the conditions under which cells are cultured.

## Conclusions

While STARR-seq has efficiently covered enhancer activity in flies [15] and CapStarr-seq improved on existing methods for the detection of a subset of active enhancers in the mouse genome [19], we have been able to successfully modify and extend this enhancer profiling approach to the entire human genome. WHG-STARR-seq promises to provide an unprecedented amount genome coverage for assessment of regulatory elements and transcriptional programs in many diverse human cellular systems, and in response to multiple cellular conditions.

## Methods

### Cell culture

LNCaP cells were maintained in RMPI 1640 media (ThermoFisher Scientific), 10% FBS (Gemini) and 1.0% penicillin/streptomycin (ThermoFisher Scientific).

### Generation of input plasmid library

Generation of plasmid libraries was based on the method described by Arnold et al. [15]. Briefly, human genomic DNA (Promega) was sheared by sonication (Covaris S2) and size-selected on 1% agarose gel (350–650 bp). Size-selected DNA fragments were ligated to adaptors (sense: 5’-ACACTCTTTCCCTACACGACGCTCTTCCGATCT-3’; antisense: 5’-GATCGGAAGAGCACACGTCT-3’) and polymerase chain reaction (PCR) amplified using Q5 High-Fidelity DNA polymerase (NEB) to add homology arms for cloning (forward primer: 5’-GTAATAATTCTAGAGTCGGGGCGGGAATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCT-3’; reverse primer: 5’- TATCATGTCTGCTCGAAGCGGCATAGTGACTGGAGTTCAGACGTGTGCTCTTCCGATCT-3’; PCR program: 98 °C for 30 s; 12 cycles of 98 °C for 10 s, 65 °C for 30 s, and 72 °C for 30 s). The vector backbone was modified from pGL4.23[*luc2/minP*] (Promega). Briefly, minP promoter was replaced with SCP1 promoter and a CmR-ccdB cassette was cloned between luc2 ORF and SV40 poly (A). The PCR product (homology arms added to DNA fragments) was introduced into the vector backbone (linearized by SphI and NdeI restriction enzymes) using Gibson Assembly Master Mix (NEB), followed by transformations into MegaX DH10B™ T1^R^ electrocompetent cells (ThermoFisher Scientific). A total of 32 Gibson Assembly and transformations were performed. All transformed *E. coli* cells were pooled to grow in 4 L LB_AMP_ medium and harvested when Optical Density (OD) reached 1.0. The input plasmid library was extracted using Plasmid Mega Kit (Qiagen) and drop dialyzed before transfection.

### Transfection of input plasmid library into LNCaP cells

Input plasmid library was electroporated into LNCaP cells using the Nucleofector™ platform (Lonza) according to manufacturer’s protocol (1 μg DNA/1 million cells). A total of 300 million cells were electroporated in each replicate and two biological replicates were generated. After transfection, cells were plated in phenol red free RPMI 1640 medium (ThermoFisher Scientific) supplemented with 10% charcoal-stripped FBS (Gemini) and 1.0% penicillin/streptomycin (ThermoFisher Scientific) for 72 h until harvest.

### WHG-STARR-seq library preparation

Total RNA was extracted from transfected LNCaP cells using PerfectPure RNA Cultured Cell Kit (5PRIME), and followed by poly (A) tail mRNA isolation using Dynabeads® Oligo (dT) kit (ThermoFisher Scientific). mRNA was treated with TURBO™ DNase (ThermoFisher Scientific) and purified by Agencourt RNAClean XP beads (Beckman Coulter). Target-specific first strand complementary DNA (cDNA) synthesis was performed with SuperScript III (ThermoFisher Scientific; 1.5 μg mRNA/reaction) to specifically reverse transcribe WHG-STARR-seq mRNAs (RT primer: 5’- CAAACTCATCAATGTATCTTATCATG-3’). All mRNA from the 150 million transfected cells was used in reverse transcription. After reverse transcription, reactions were treated with RNase A + H and pooled. In the final PCR amplification, every 5 μL cDNA reaction was used as a template in every 50 μL PCR reaction using Q5 High-Fidelity DNA polymerase (NEB) using the following program: 98 °C for 30s; 20 cycles of 98 °C for 10 secs, 65 °C for 30 secs and 72 °C for 30 secs. Illumina HiSeq platform compatible primers were used (forward: 5’- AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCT-3’; reverse: 5’-CAAGCAGAAGACGGCATACGAGAT-index-GTGACTGGAGTTCAGACGTG-3’). For each replicate, we set up separate final PCR reactions using 16 different indexing primers. A total of 20 duplicated PCR reactions were performed for each indexing PCR. PCR products were cleaned up by AmPure XP beads (Beckman Coulter; beads/reaction ratio = 0.8) and submitted fro Illumina sequencing. Input library for sequencing was generated using similar PCR setup. Products from 12 duplicated PCR reactions were pooled (10 ng plasmid/reaction, ten cycles of PCR).

STARR-seq consists of two parts of data with different types of readouts. The input library is generated by directly amplifying inserts from the plasmid DNA used for cell transfection, served as reference of the original representation of insert fragments in starting plasmid pool. The output library measures the abundance of self-transcribed mRNA from insert fragments of the transfected plasmid pool.

### Luciferase reporter assay

The vector backbone for the reporter assay used the input plasmid library backbone without a CmR-ccdB cassette. Candidate regions were PCR amplified from human genomic DNA (Promega) and cloned into the vector through Gibson Assembly reactions (vector linearized by KpnI and NheI restriction enzymes). Reporter plasmids were co-transfected with luciferase control vector pRL-CMV (Promega) into cells with Lipofectamine® 2000 (ThermoFisher Scientific) following the manufacturer’s protocol (1.0 × 10^5^ cells/replicate, three replicates/testing region). After transfection, cells were seeded in 24-well plates in phenol red free RPMI 1640 medium (ThermoFisher Scientific) supplemented with 10% charcoal-stripped FBS (Gemini) and 1% penicillin/streptomycin (ThermoFisher Scientific). Dual luciferase assays (Promega) were performed at 72 h post transfection following manufacturer’s protocol.

### Trichostatin A treatment

Seeded in six-well plates were 1.0 × 10^5^ cells per well in phenol red free RPMI 1640 medium (ThermoFisher Scientific) supplemented with 10% charcoal-stripped FBS (Gemini) and 1% penicillin/streptomycin (ThermoFisher Scientific) for 72 h before treatment. Cells were treated with either 100 ng/mL TSA (Sigma Aldrich) or DMSO vehicle for 24 h before harvest to achieve three biological replicates.

### ATAC-seq and RNA-seq library preparation

ATAC-seq was performed as previously described [32]. Nuclei from 50,000 TSA/DMSO treated cells were freshly extracted and incubated with Tn5 transposase (Illumina). Transposed DNA was extracted from nuclei and PCR amplified using NEBNext High-Fidelity DNA polymerase (NEB) and customized Nextera PCR primers.

Total RNA was extracted from TSA/DMSO treated cells using PerfectPure RNA Cultured Cell Kit (5PRIME). RNA-seq library preparation was conducted using TruSeq Stranded mRNA Library Prep Kit (Illumina) according to manufacturer’s protocol (1 μg total RNA was used as initial material).

### Enhancer peak calling

Paired-end sequencing reads (2 × 100 bp) from Illumina Hiseq2000 were aligned to human genome hg19 by bowtie. Reads that are mapped to more than one location to the genome were filtered out. To exclude potential PCR amplification bias, fragments (inferred from paired-end reads) that have the same start and end positions were collapsed into distinct fragments by Picard (http://broadinstitute.github.io/picard/). Uniquely mapped distinct fragments from the 16 different indexing libraries were pooled and all included for downstream analysis, since duplicated fragments coming from different indexing libraries are considered as biological duplicates. To identify enhancers, we combined data from two biological replicates and called enhancer peaks by MACS2 (default setting, q-value < 0.05) [33]. An enhancer peak is called when there is significant enrichment of fragments from one region in output library than the representation of that region in input library based on Poisson distribution using MACS2 (false discovery rate < 0.05). The genome coverage of the plasmid library was used as input when calculating the enrichment of STARR-seq reads. We took the enrichment score reported by MACS2 as enhancer activity. Enhancer activity for a given peak was calculated as (number of distinct fragments in peak region in output library scaled by library size)/(number of distinct fragments in peak region in input library scaled by library size).

### Addressing duplicate fragments

Since it is difficult to dissect biological duplicates from PCR/sequencing duplicates in the sequencing reads and using total reads may inappropriately inflate statistical power in peak detection leading to false positives, we decided to use distinct fragments for peak calling and downstream analyses, similar to previous studies [15, 19]. However, it is likely that some highly active enhancers are underestimated. To increase peak calling sensitivity without introducing PCR/sequencing artifacts, we modified the library preparation protocol and data processing pipeline of the original STARR-seq paper. For each replicate of output library, we set up separate final PCR reactions using 16 different indexing primers and submitted for Illumina sequencing. We aligned reads to human genome and extracted uniquely mapped distinct fragments from the sequencing data of the 16 different indexing libraries, separately. Then we pooled all distinct mapped fragments from the 16 libraries and used all pooled fragments for downstream peak calling and analyses. Duplicated fragments coming from different indexing libraries could be justified as biological duplicates, which should be all included for analysis. Though an optimal solution is needed to barcode each single cDNA molecule in order to get unbiased estimation, we have increased the power from the original paper.

### Comparing enhancer activity with histone marks, DNase I signal, and gene expression data

To compare whole-genome STARR-seq enhancer signals with other epigenomics features, we gathered raw sequencing data for H3K4Me2 (GSE43720), H3K27Me3 (GSE62497), H3K27Ac (GSE51621), DNase I (GSE32970), and chromatin input (GSE62497, GSE51621) in LNCaP cells under vehicle-treated conditions. We combined the datasets for each epigenomics feature together and mapped the reads to human genome hg19 by Bowtie [34], filtered out reads that have multiple alignment, and collapsed reads with the same genomic start and end sites. We used DNase I peaks called through the ENCODE pipeline (GSE32970) to characterize chromatin accessibility in LNCaP cells under vehicle condition. Active STARR-Seq enhancers that overlap with open chromatin peaks are defined as open active enhancers and those that do not overlap are defined as closed active enhancers. In order to study the association of epigenomics marks with enhancer activity, we aligned enhancers within each of these two classes based on their centers and extended 10 kb to both directions. Reads from each feature were normalized to the same 50-M sequencing depth. We then calculated the mean enrichment of epigenomics reads over input reads (reads from each feature were first normalized to the same 50-M sequencing depth) in each 100-bp non-overlapping window spanning 20 kb around the centers of enhancers. Enhancers were assigned to their nearest genes by Homer [25] when comparing enhancer activity with gene expression.

### Processing of mRNA-seq data

Single-end reads of 50 bp from Illumina Hiseq2000 were mapped to the human genome hg19 by Tophat [35]. Reads were intersected with gene annotations from Refseq and RPKM values were calculated as estimates of gene expression levels. To study the transcriptional responses after TSA treatment, we first counted reads for each gene under each condition and then used EdgeR [26] (GLM tagwise dispersion used, q-value < 0.05) to identify genes that were differentially regulated comparing TSA to vehicle. All mRNA-seq experiments were performed with three biological replicates.

### Processing of ATAC-seq data

Paired-end reads (2 × 50 bp) were sequenced by Illumina Hiseq2000. Because of the existence of adaptor sequences in library molecules generated by ATAC-seq insertion events within 50 bp, we used Bowtie and Bowtie2 [36] for each library to do a two-round alignment to the hg19 human genome. In the first round, Bowtie was used and only uniquely mappable reads were kept and unmappable reads were gathered as the input for the second round. In the second round, after removing adaptor sequences by Cutadapt [37] (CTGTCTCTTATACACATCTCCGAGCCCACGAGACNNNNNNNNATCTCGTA in Read 1, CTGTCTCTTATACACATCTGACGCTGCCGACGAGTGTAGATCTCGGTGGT in Read 2), Bowtie2 was used for alignment and uniquely mappable reads were retained. We used Bowtie2 in the second round because Bowtie was not able to map pairs of reads that are complementary to each other, which arose from two adjacent ATAC-seq insertion events within 50 bp. Subsequently, we removed potential PCR duplicates by running Picard. We then adjusted the read start sites to represent the center of transposon binding event. All uniquely mappable reads aligning to the plus strand were offset by + 4 bp and those aligning to the minus strand were offset by − 5 bp.

To identify TSA-induced chromatin accessibility change, we first used Fseq [38] at default parameters (http://fureylab.web.unc.edu/software/fseq/) to call peaks in both vehicle condition and TSA treatment. We then merged peaks across conditions and counted the ATAC-seq reads number for each peak in each condition. Genomic regions showing differential accessibility after TSA treatment were called by EdgeR (we treated each region as if it was a gene, GLM tagwise dispersion used, q-value < 0.05). Three biological replicates were collected for each condition. We then overlapped closed active enhancers to TSA-induced sites to find closed, active enhancers that are opened up by TSA treatment.

## Additional files

Additional file 1: Supplemental figures.

Additional file 2: Table S1. Genomic coordinates and chromatin environment of the 15 regions validated by luciferase assay.

Additional file 3: Table S2. GO term analysis of the top 2000 active open enhancers and the top 2000 active closed enhancers.

Additional file 4: Table S3. Motif enrichment analysis of WHG-STARR-seq enhancers.

# Supplementary material for: Functional assessment of human enhancer activities using whole-genome STARR-sequencing
**Source:** Genome Biol. 2017 Nov 20;18:219. doi: 10.1186/s13059-017-1345-5
**Supplement:** Supplementary file 1 — Supplemental figures.

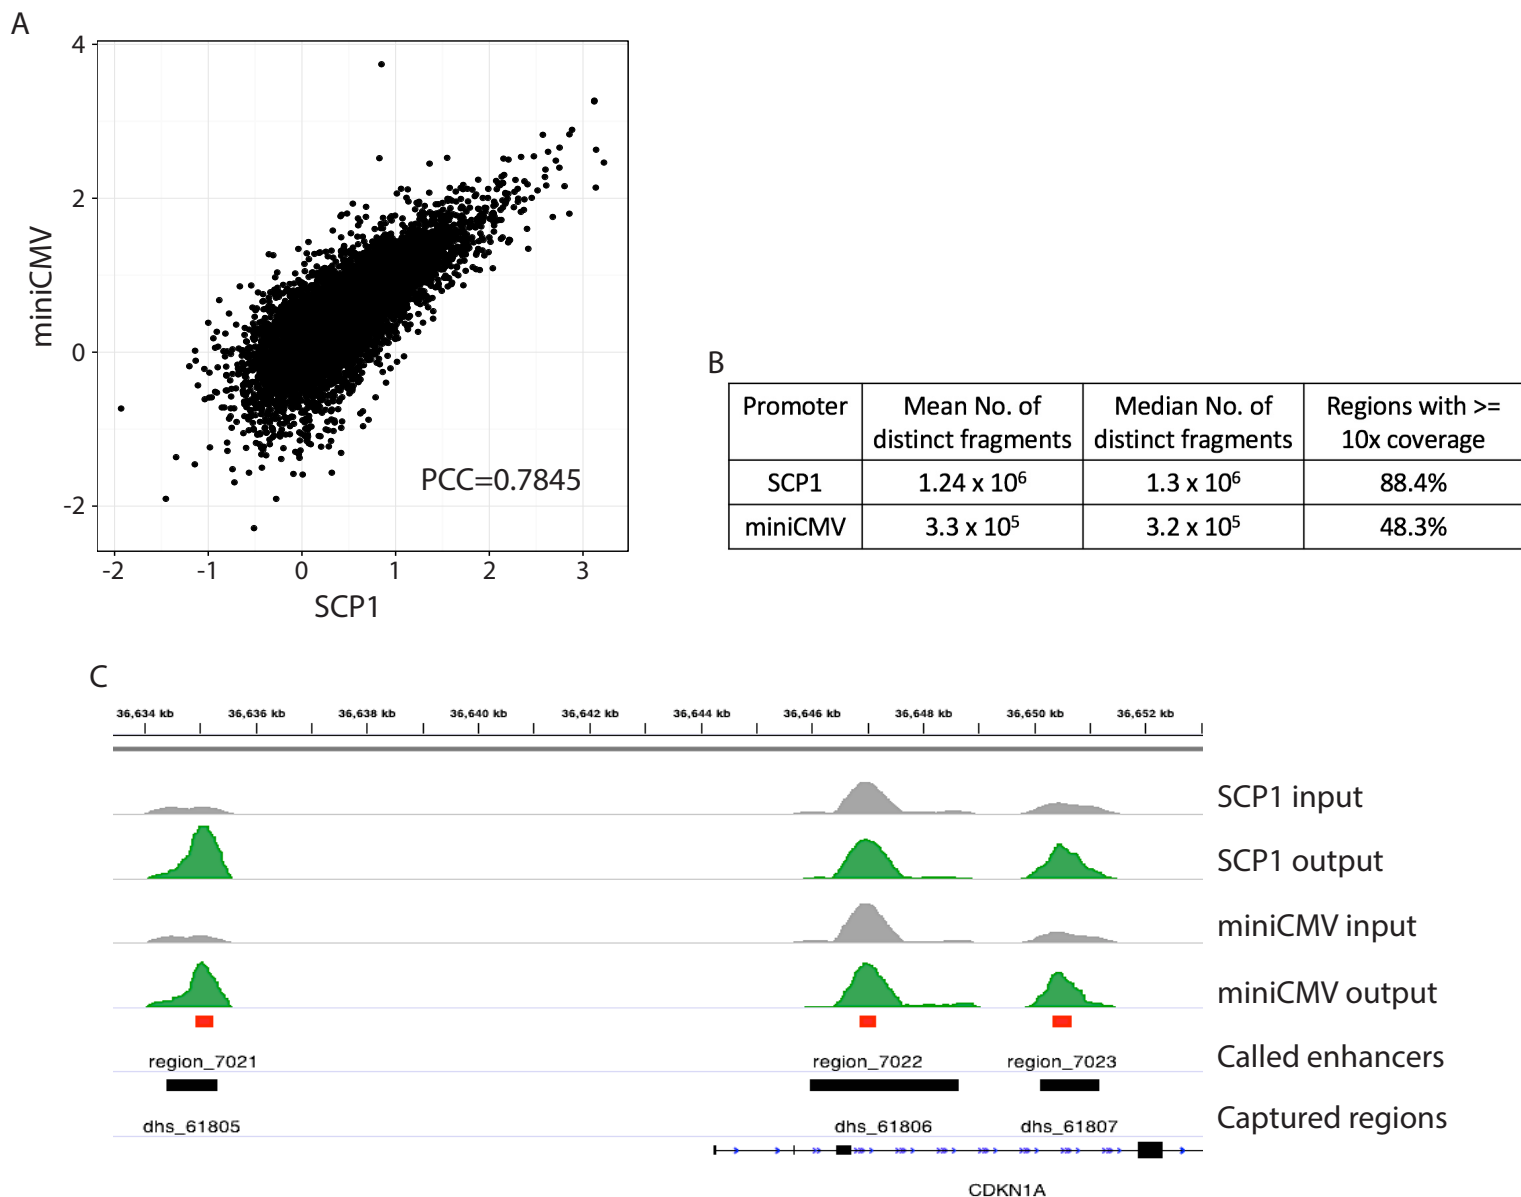

**Figure S1: Comparison of SCP1 and miniCMV promoters in CapStarr-seq data in MCF7 cells. A)** Correlation of enrichment signal between SCP1 and miniCMV data. **B)** Complexity of CapStarr-seq output libraries using different promoters. **C)** Snapshot of side-by-side comparison of SCP1 and miniCMV CapStarr-seq signal.

RNA output library fragment length distribution

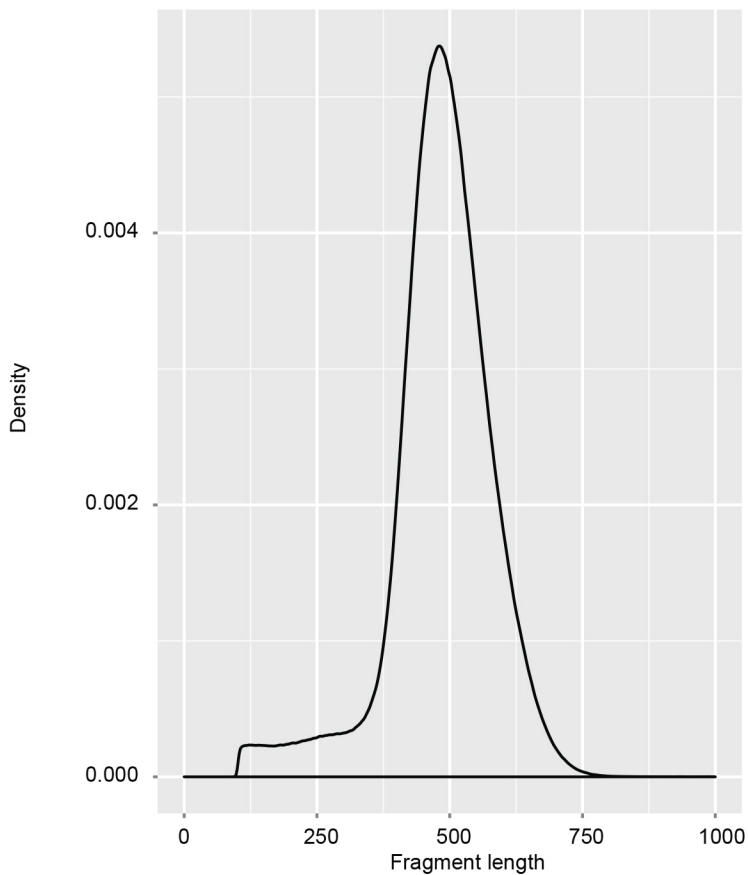

Input plasmid library fragment length distribution

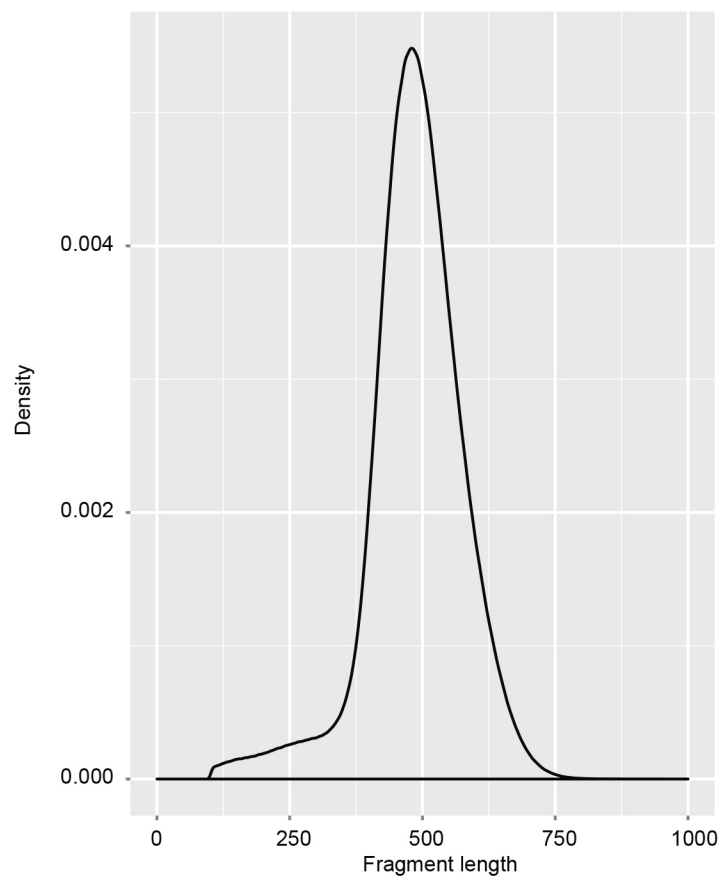

**Figure S2: Distribution of fragment lengths of WHG-STARR-seq output and input libraries**

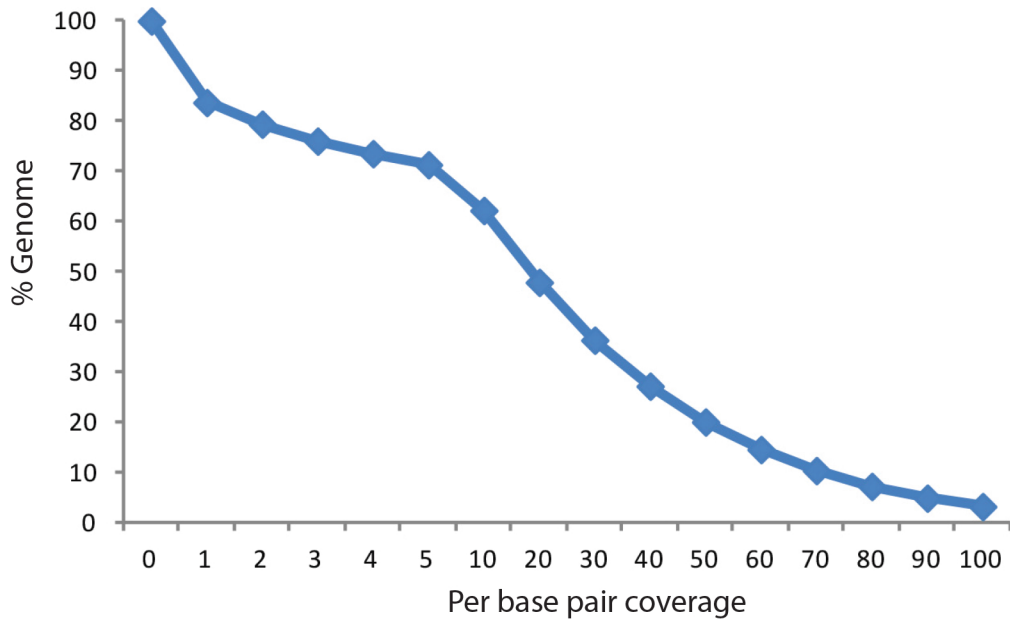

**Figure S3: Cumulative plot of input screening library per base pair coverage in the genome**

A

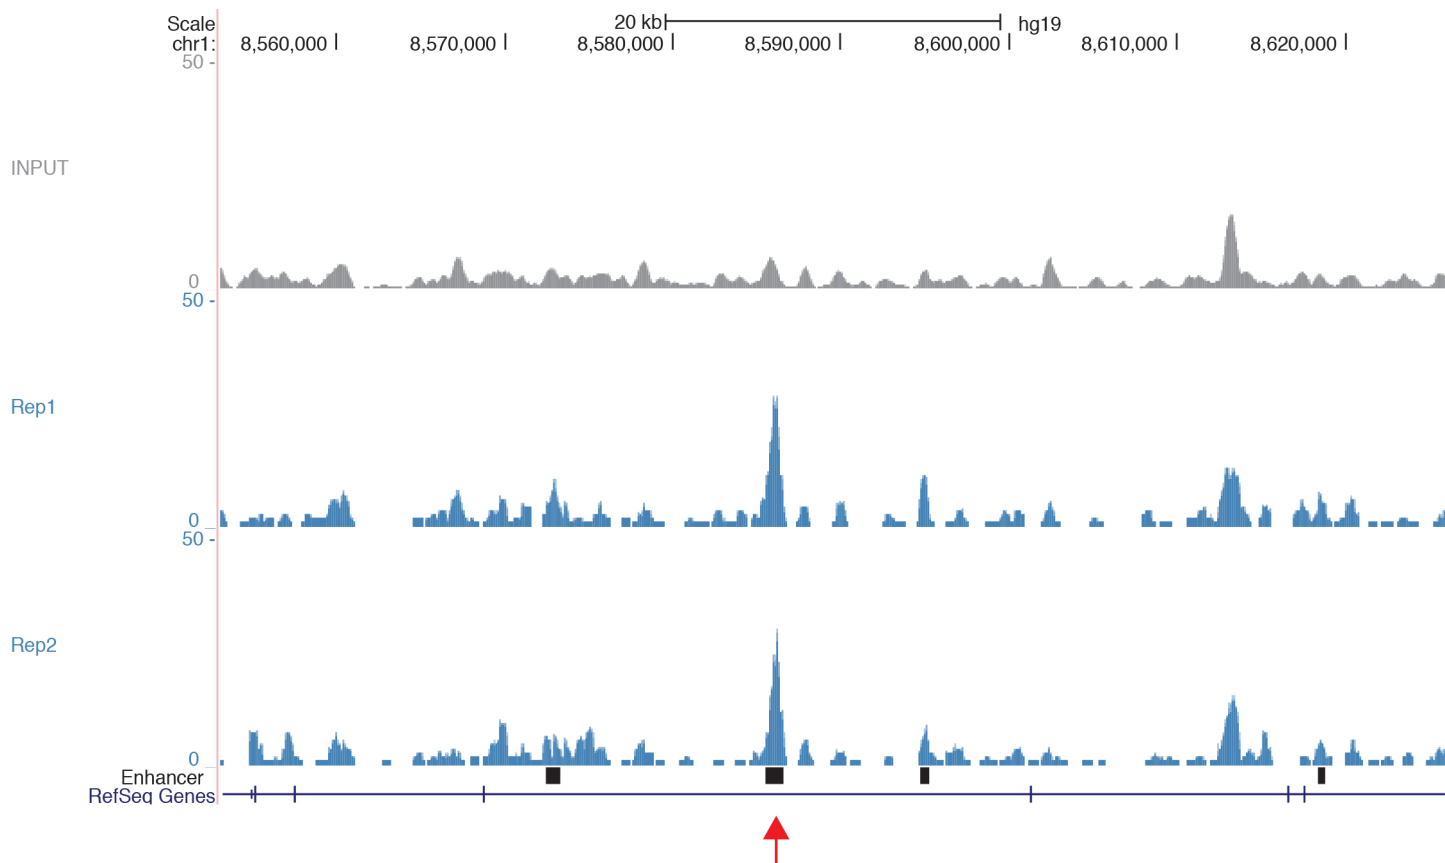

B

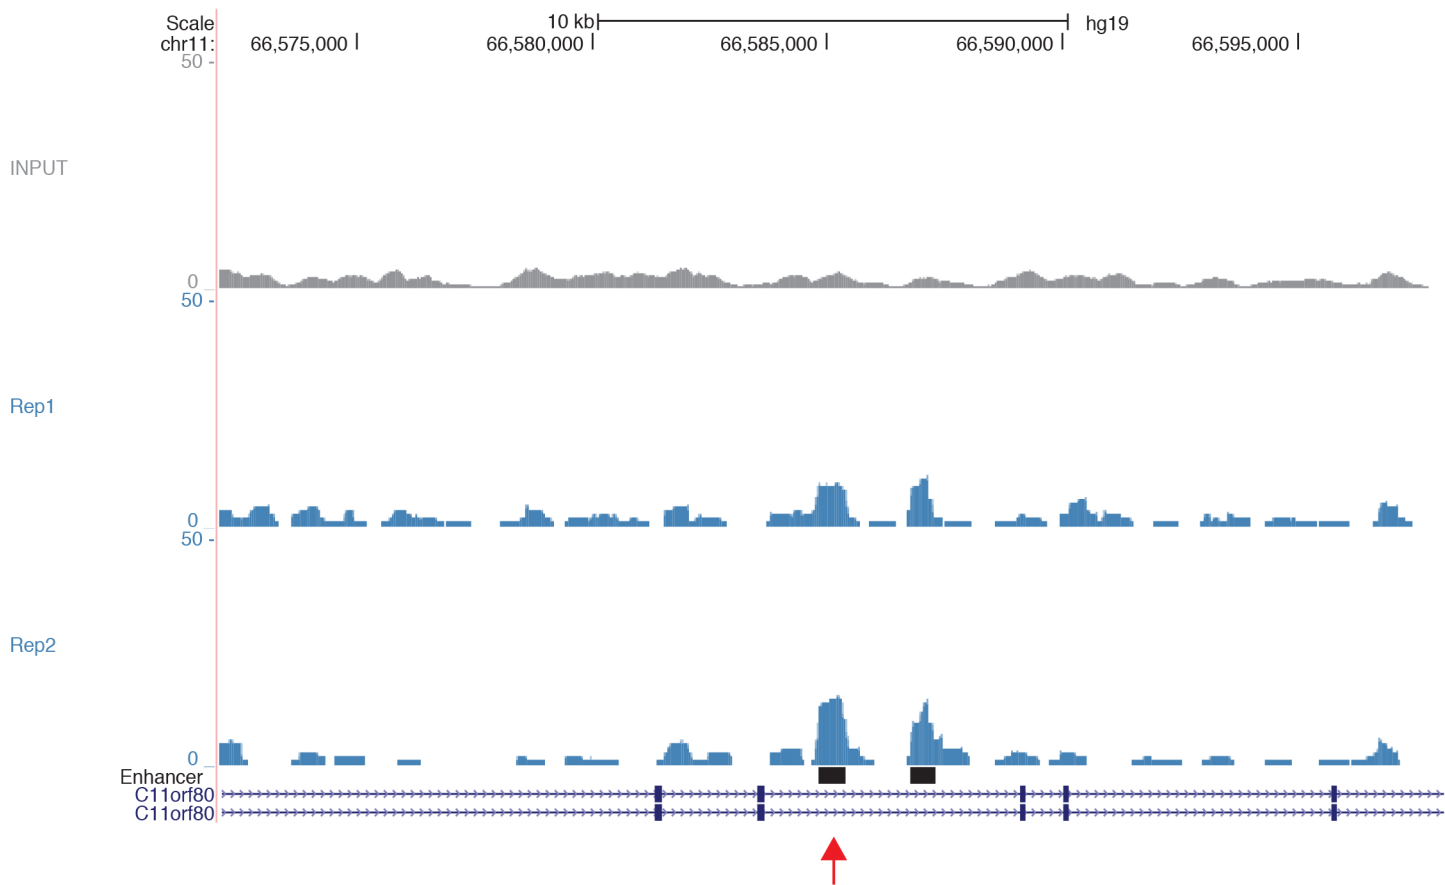

C

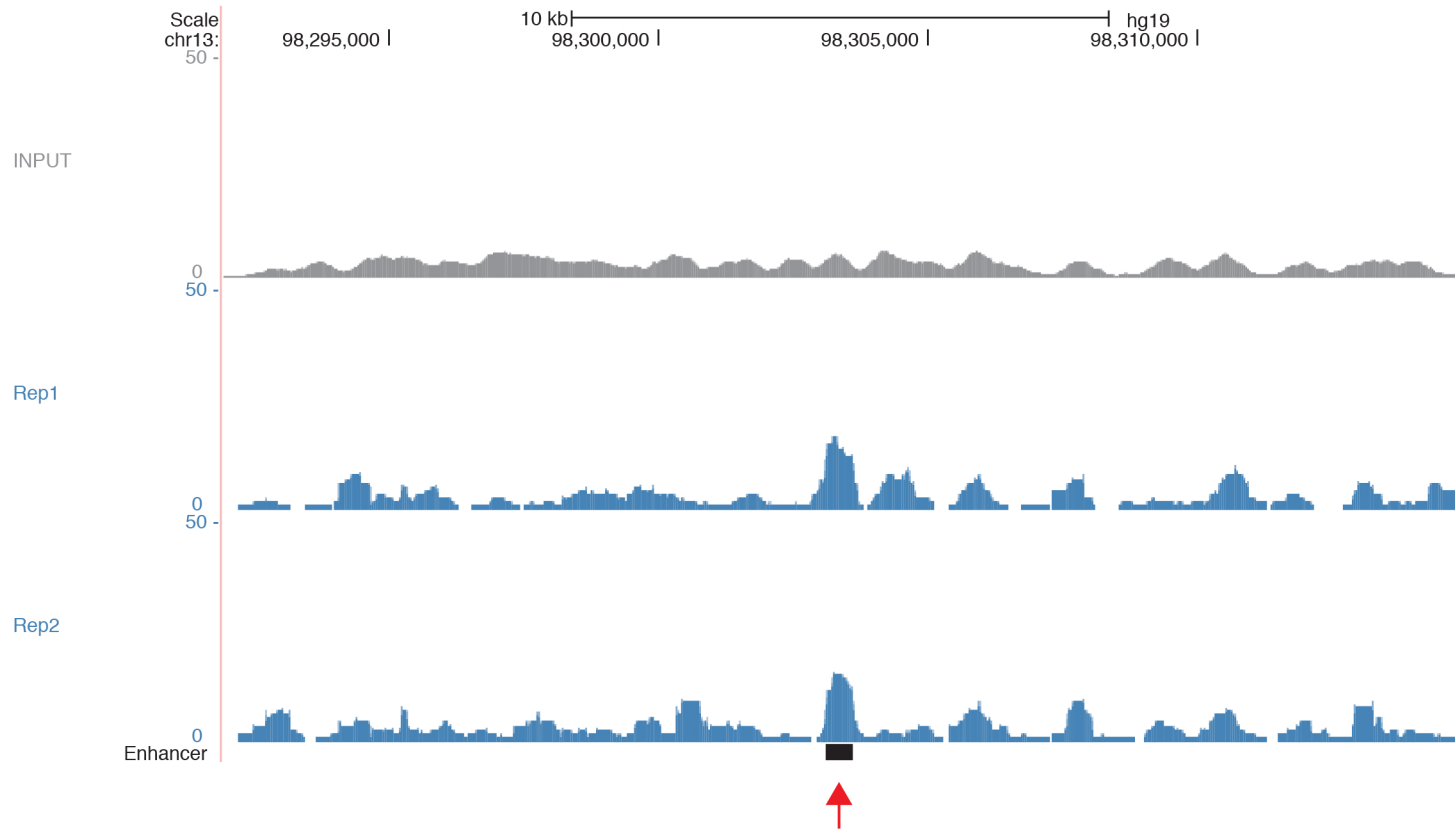

D

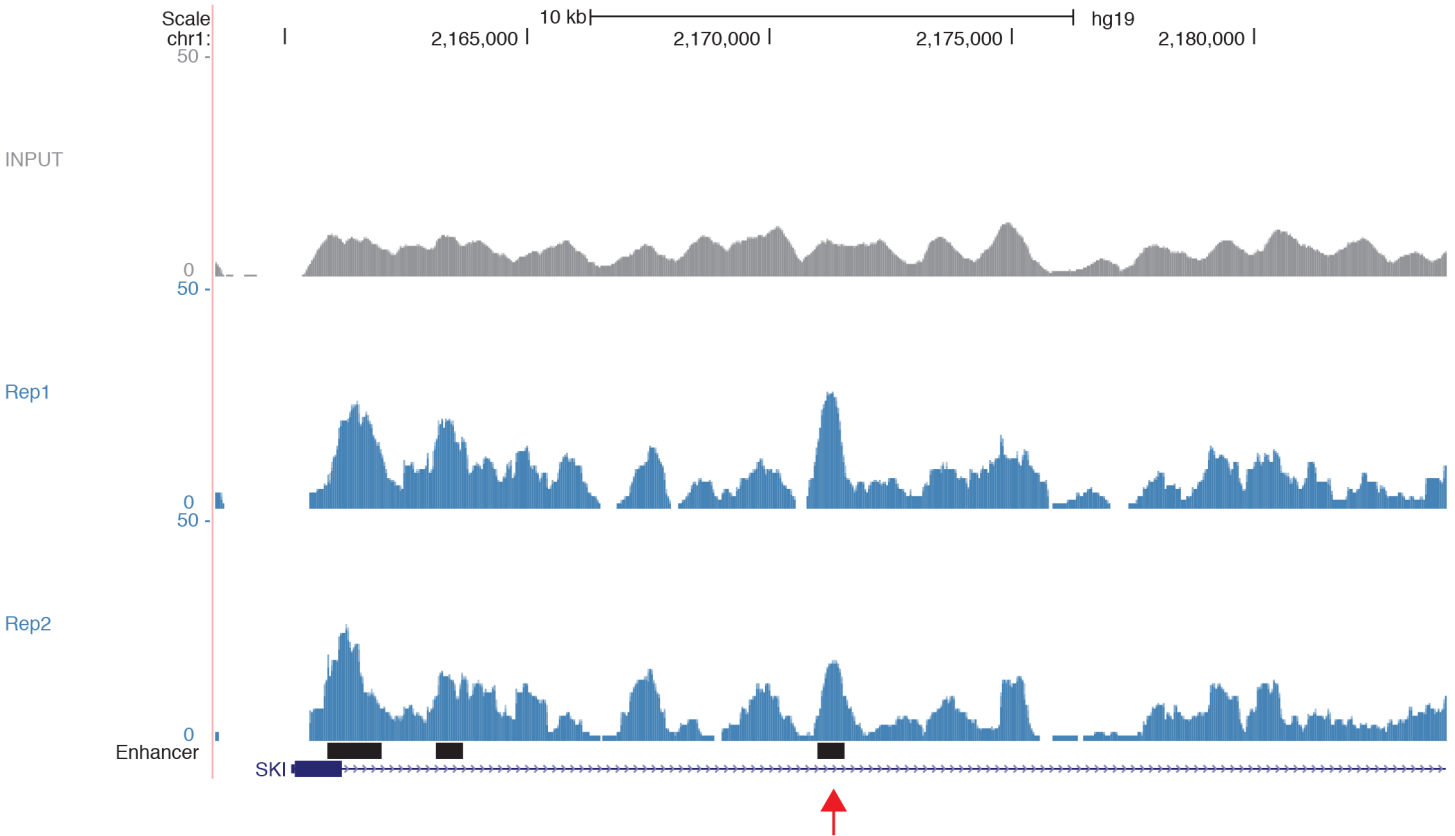

**Figure S4: Snapshots of WHG-STARR-seq signal of strong and weak enhancers.** Each blue track signifies normalized WHG-STARR-seq signal of each biological replicate. The gray track represents normalized WHG-STARR-seq signal of input library. Red arrows indicate the called enhancers. The activities of these enhancers are **A)** 6.85, **B)** 5.17, **C)** 4.00, and **D)** 3.10.

A

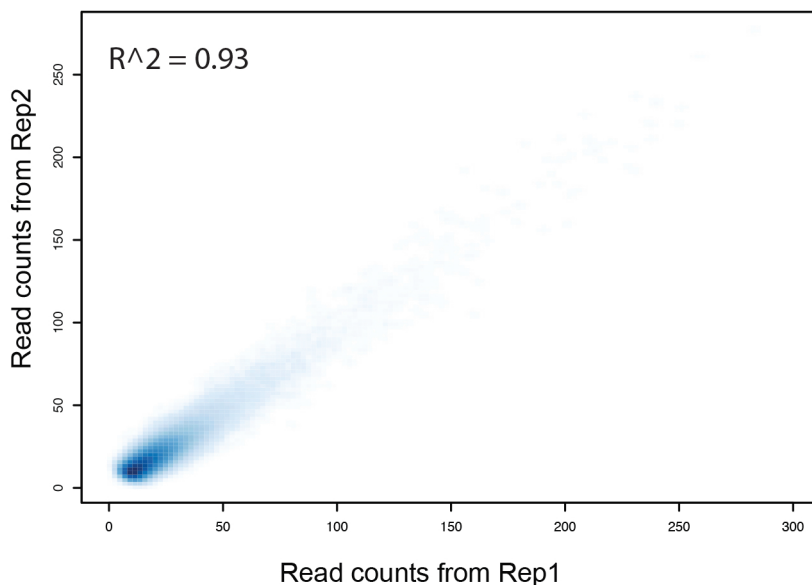

B

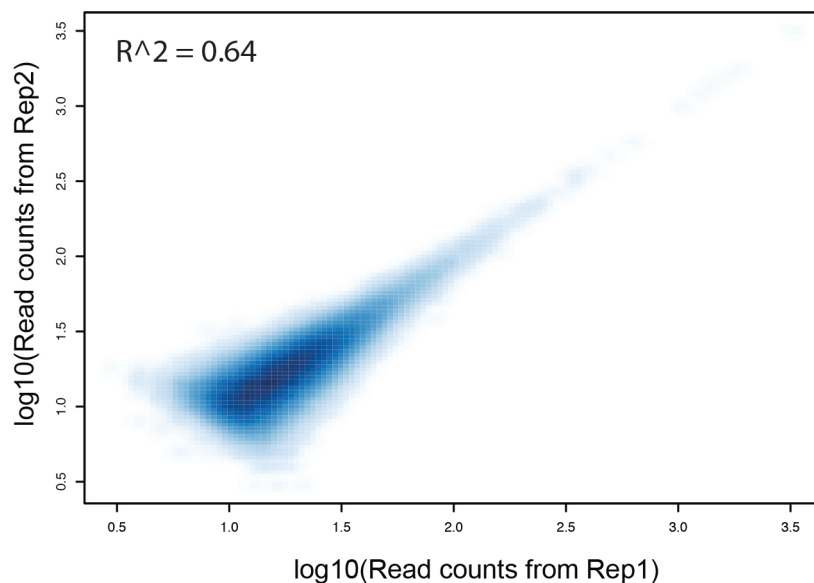

**Figure S5: Reproducibility between biological replicates.** Reproducibility plots between biological replicates were produced **A)** without taking the log of the read counts and **B)** with taking the log of the read counts. When comparing WHG-STARR-seq to other STARR-seq methods, the reproducibility of the assay appears comparable. What discrepancies do exist can be attributed to sequencing depth and amount of genomic space being investigated. Both STARR-seq (performed in *Drosophila*) and CapStarr-seq (capture-based screen performed in human cells) targeted far fewer genomic regions. As such, it's difficult to directly correlate and compare the assays, as WHG-STARR-seq targets the entire human genome (~23 times the size of the *Drosophila* genome and much higher than the 0.3% of the targeted investigative space interrogated with CapStarr-seq).

## Genomic distribution

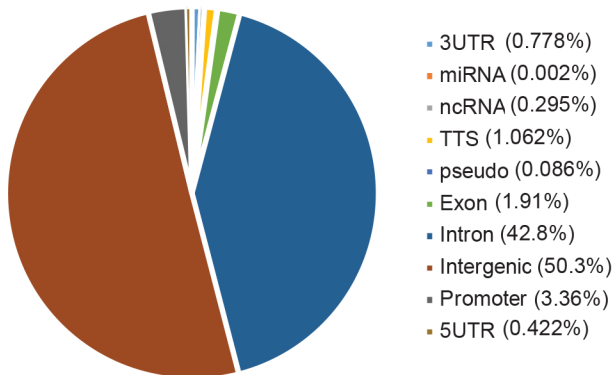

**Figure S6: Genomic distribution of WHG-STARR-seq enhancers.** Percentage values reflect the percent of total enhancers that fall within the respective genomic location. (3'UTR = 3' untranslated region; miRNA = micro RNA; ncRNA = non-coding RNA; TTS = transcriptional start site; pseudo = pseudogene; 5'UTR = 5' untranslated region; Promoter regions are defined as 1 kb upstream of TSS.)

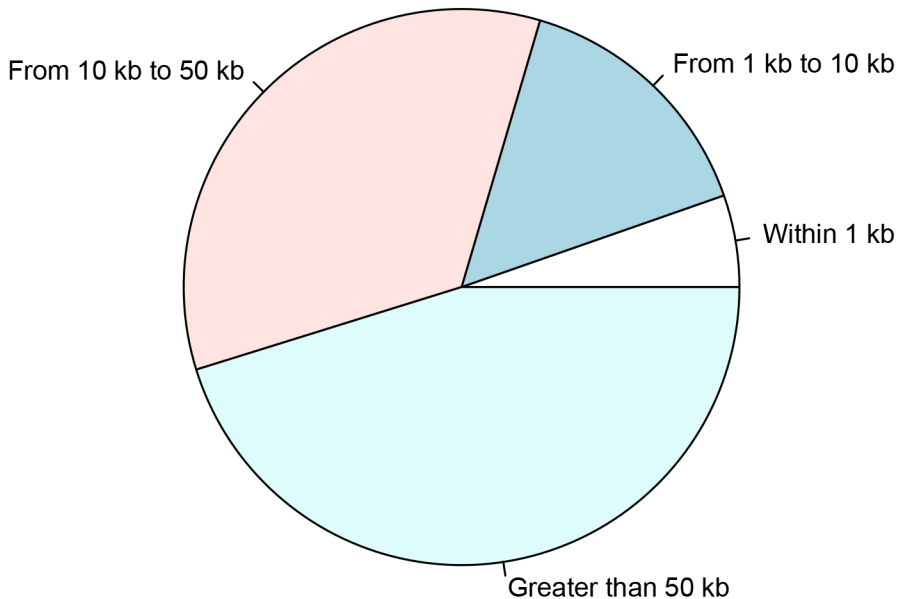

**Figure S7: Relative distance of WHG-STARR-seq enhancers to nearby gene transcriptional start sites.**

# Histogram of $-\log_{10}(\text{q-value})$

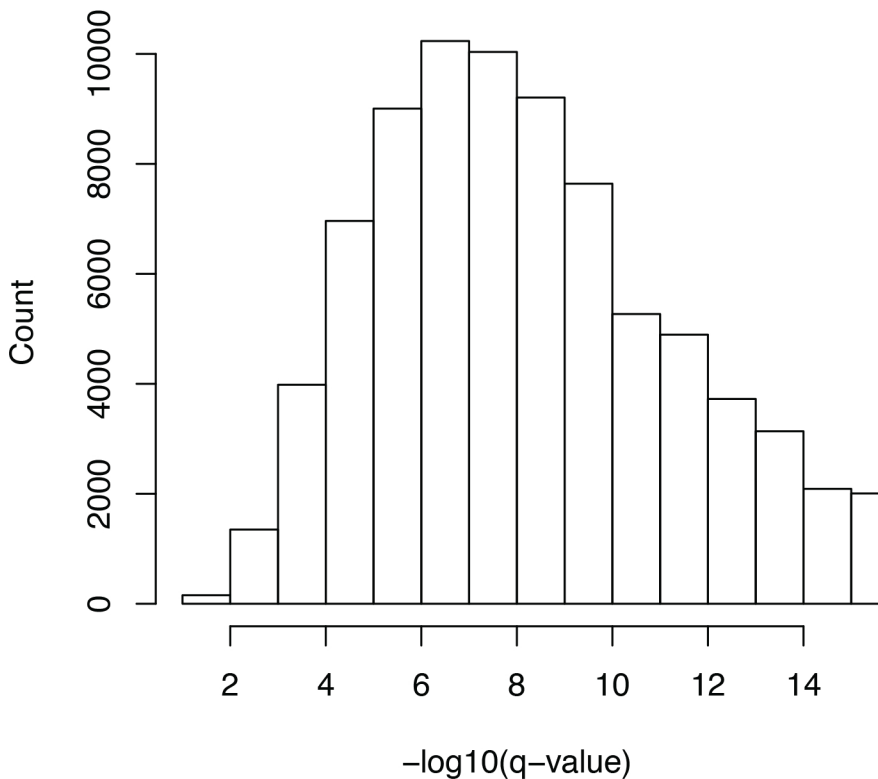

**Figure S8: Distribution of MACS  $-\log_{10}(\text{q-values})$  of called WHG-STARR-seq peaks**

Active STARR-Seq enhancers (94,527)

DNase I sites (143,756)

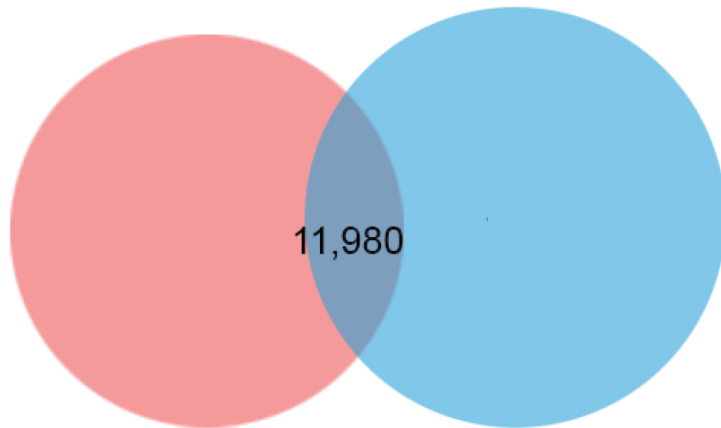

**Figure S9: Venn diagram showing the overlap between WHG-STARR-seq enhancers and DNase I hypersensitivity sites**

A

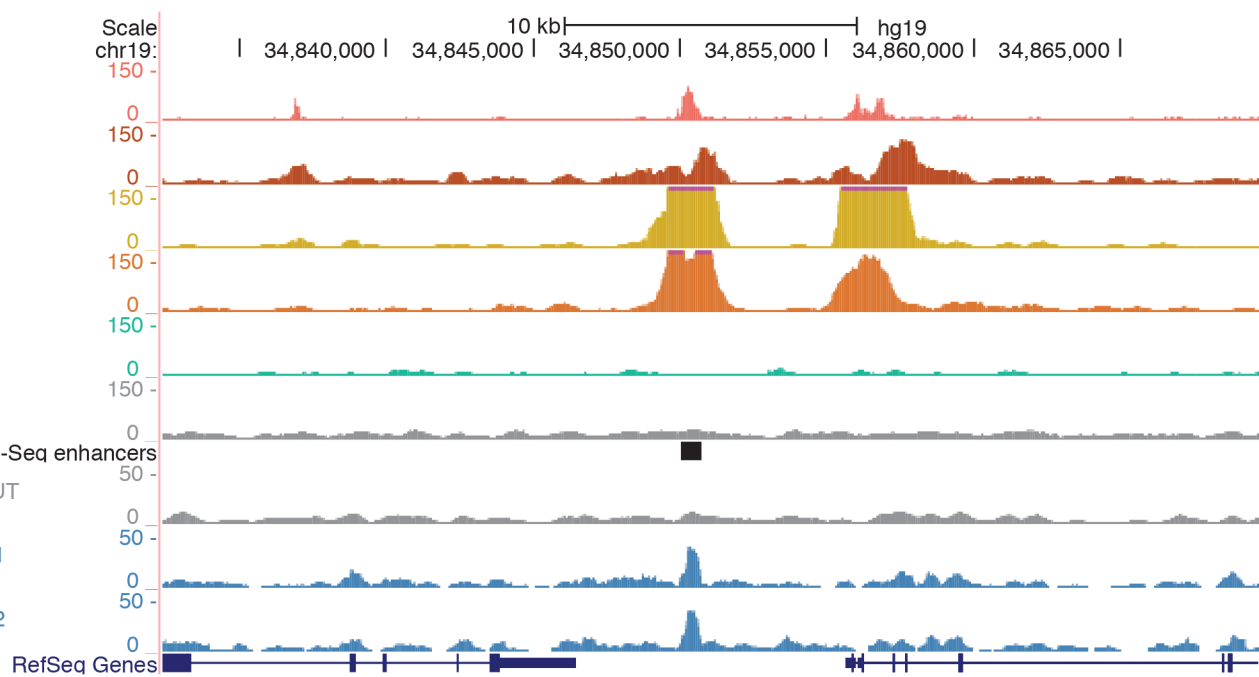

B

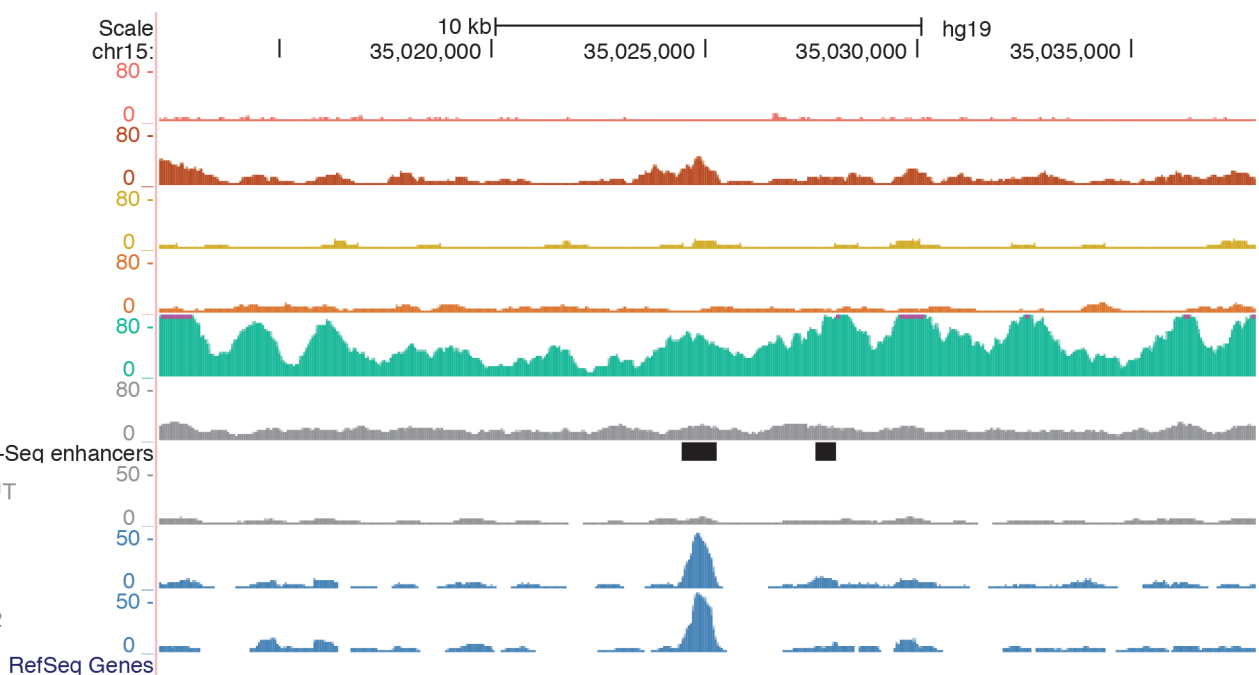

**Figure S10: Snapshots of signal of various chromatin marks around WHG-STARR-seq enhancers.** Enhancers located in **A)** Open chromatin regions and **B)** Closed chromatin regions.

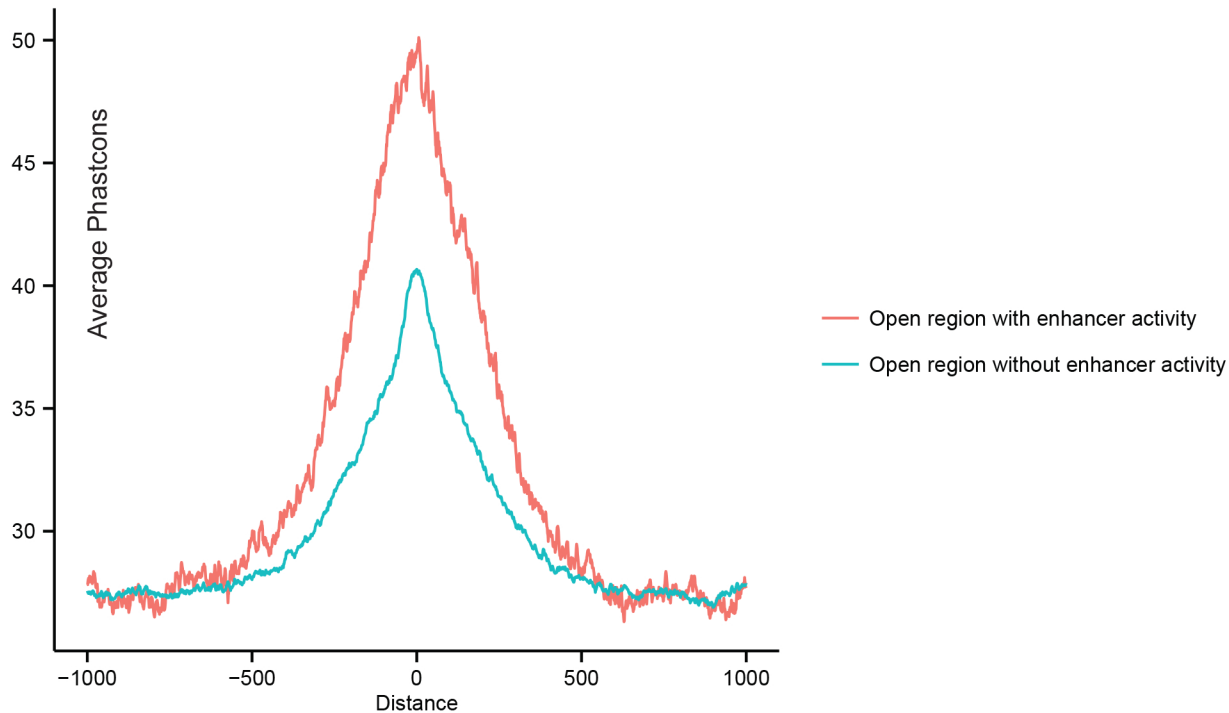

**Figure S11: Conservation analysis on active/open WHG-STARR-seq enhancers and other non-active open chromatin regions.**

A

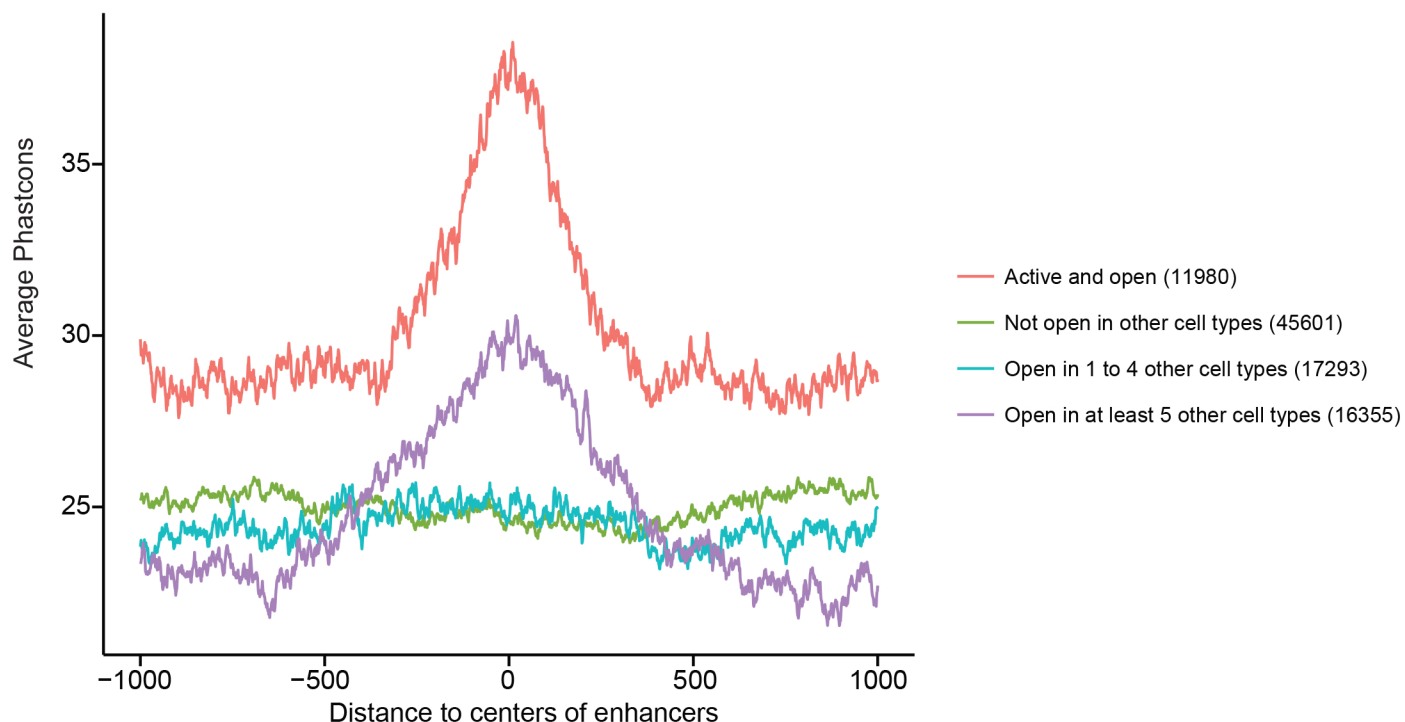

B

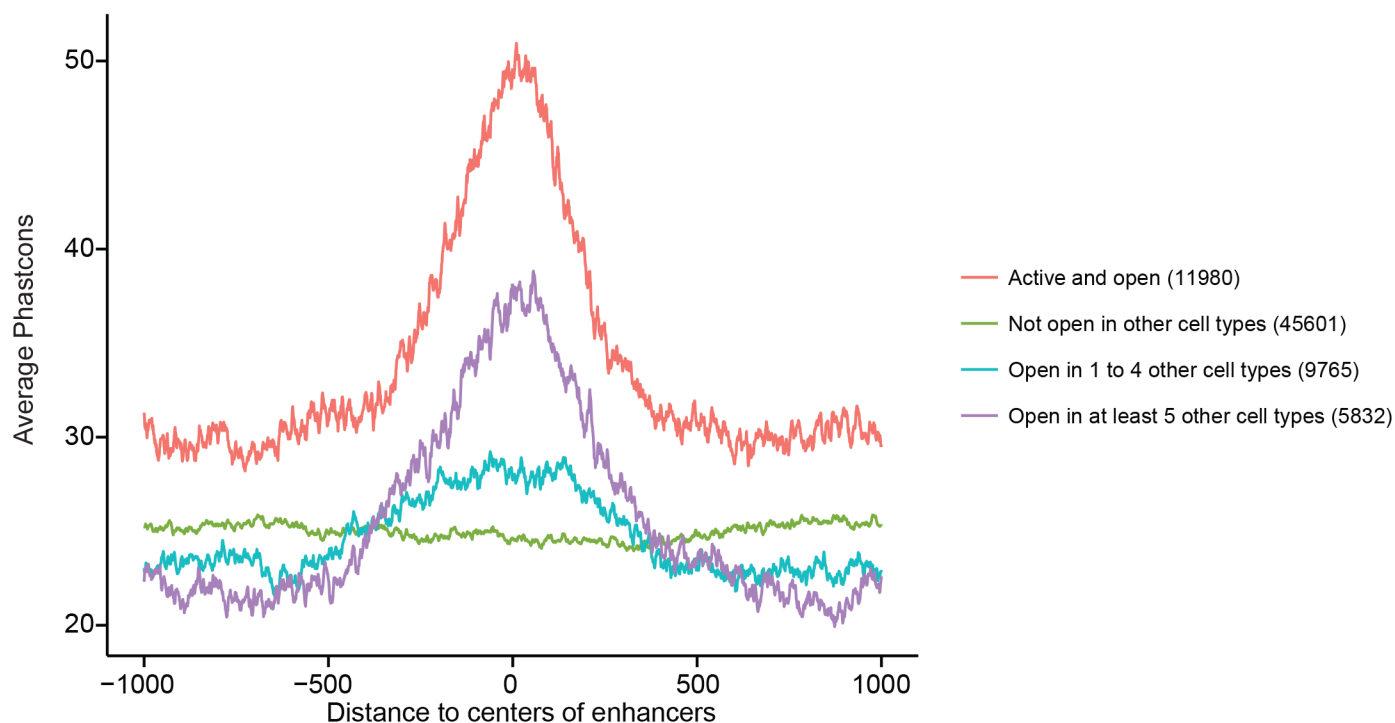

**Figure S12: Conservation analysis on different categories of WHG-STARR-seq enhancers. A)** Closed, active enhancer is defined as open in a cell type if it has at least 1-bp overlap with a DNase I site from that same cell type. **B)** Closed, active enhancers are defined as open in a cell type if it has at least 50% overlap with a DNase-I open region from that same cell type. The numbers in the parentheses represent the number of enhancers in each group. We are looking at the conservation profiles of  $\pm 1$  kb regions around WHG-STARR-seq enhancers and the length of such enhancers is usually less than 1kb. Therefore, for this analysis, we only looked at active closed enhancers that do not have DHS sites within  $\pm 1$ kb away from their centers.

How the deposited data were processed for this re-analysis (not part of the article)

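Enhancer activity was measured by WHG-STARR-seq in LNCaP cells, with 1 input library and 2 output replicates. Chromatin accessibility was measured by ATAC-seq in 3 TSA-treated and 3 vehicle-treated cultures, and gene expression by mRNA-seq in 3 TSA-treated, 3 vehicle-treated and 3 untreated cultures, 18 libraries in all. The TSA dose was 100 ng/ml for 24 h. The untreated libraries were not used here.

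For the peak lists of enhancers, the authors aligned reads to hg19 with Bowtie, collapsed duplicate fragments with Picard, pooled both replicates and called peaks with MACS2 against the input library. The deposited lists give for each enhancer a score, a fold enrichment as a ratio of output over input, and a −log10 p-value and −log10 q-value, all values of the authors' MACS2 call. Open enhancers also carry the score of a DNase I site, as deposited by the authors. For ATAC-seq, the authors used Bowtie, cutadapt and Bowtie2 for reads left unmapped, Picard and Fseq on hg19, and the deposited peak lists hold an Fseq score per peak for the pooled libraries of each condition. The authors counted reads in the merged peaks and compared TSA with vehicle by edgeR, and their deposited table gives a log2 fold change, an average in log2 CPM, a likelihood ratio score, a p-value and a q-value for each site. For mRNA-seq, the authors aligned reads with TopHat, counted them per gene and compared TSA with vehicle by edgeR, and their deposited table gives the log2 fold change, the log2 average, the likelihood ratio score and the p-value for each of 22336 genes. The versions of these tools are not given in the sources used here. None of the 6 files used has a value per library, so the depth of each library, the error between replicates and the level in vehicle-treated cells alone are unknown here.

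The values were analysed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9 and samtools 1.23.1. The p-values of the genes in the authors' table were adjusted over all genes by the method of Benjamini and Hochberg, and genes and sites were called at an adjusted p or q-value under 0.05. Output fragments and scaled input fragments at each summit were recovered from the authors' deposited fold and p-value. Enhancers and sites were assigned to the nearest start site of a gene of the mRNA-seq table, from transcripts of the basic set in the GENCODE annotation of GRCh37, with 59485 start sites of 21391 genes. The place of a region is that of its centre, with promoters from 1000 bases upstream to 100 bases downstream of a start site. Overlap means at least 1 shared base. Closed enhancers are those of the list without a DNase I site. Classes I and II use a distance of 50 kb. Repeated sequence was called where words of 24 bases around the summit occur in 10 or more copies in the genome. Motifs were searched as consensus sequences in both strands, with control regions of equal length at offsets from 5000 to 40000 bases chosen for similar GC content.

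Groups of genes were compared by rank-sum tests, by permutation tests with 100000 permutations, and by 10000 random sets matched on average expression in 20 bins. Shares were compared by Fisher's exact test with 95% intervals of the odds ratio. All tests were two-sided and take genes, sites or enhancers as units, which are not biological replicates. The methods were tested on simulated data. The adjustment of p-values over genes recovered 98.8% of changed genes, and 4.68% of its calls were false. These values check the adjustment alone and not the authors' edgeR fit, which was not run here. They are not the sensitivity or error rate of the TSA gene calls. Of intervals for an odds ratio, 95.9% held the true ratio. With no difference simulated, the permutation test of 2 groups of genes called 7% of comparisons, and with a difference of 1 it called 100%.

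The genes named in the text follow a rule set before the data were examined. It takes the 10 largest rises and 10 largest falls among genes with an average of at least 1 CPM, the 5 largest rises and 3 largest falls among genes nearest opened closed enhancers, the genes the paper names, and for each gene list its counts with examples. The requirement of a change in every library could not be applied, since no values per library were used here. The rule also names the 5 strongest open and closed enhancers, those in Table S1 and at GPI and LCE1F, and the sites with the 5 largest rises and falls. Some genes, sites and motif tests are not reported here. The gene lists hold histone genes, cell cycle inhibitors, DNA replication genes, mitosis genes, androgen-responsive genes, prostate luminal and basal genes, neuroendocrine genes, neuronal genes bound by REST, epidermal differentiation complex genes, cancer-testis antigens, antigen presentation genes, histone deacetylases, histone acetyltransferases and bromodomain genes, cholesterol biosynthesis genes, unfolded protein response genes, the BCL2 family, metallothioneins, ribosomal proteins, polycomb genes, HOX genes, tubulin and cytoskeletal genes, stromal, blood and endothelial markers, and transcription factors of the motif table. Alternatives changed the thresholds, the distance limits, the overlap required, the background of sites, the definition of open chromatin, the measure of expression and the filter on low expression. Histone marks, conservation and gene ontology terms were not analysed here.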

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

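The comparisons with enhancers matched on scaled input and with enhancers in unrepeated sequence were chosen after seeing the data, with what they would show written before each was run.

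Genes nearest closed enhancers that opened under TSA rose more than other genes, with VGLL2, SYNPO2 and EYA1 in front. Low expression of these genes does not account for the whole rise, since their mean stood at percentile 100 of 10000 sets matched on average expression. A setting in gene-poor regions, where distant elements are assigned to silent genes, does not account for the whole rise either. The median span of these genes to the neighboring genes was 872 kb against 99.8 kb for other genes. Matching on span as well raised the mean of the matched sets from 0.807 to 1.25, so the setting may account for part of the rise. The mean of these genes was again at percentile 100. Opening of any site may account for part of the rise. Expression-matched genes near opened sites without an enhancer had a mean of 1.45, a difference of 0.33 (permutation test, p = 0.00011). These genes were not matched on span, and their sites lay outside vehicle peaks, a limit not set for the enhancers. The test therefore cannot decide whether opening in a gene-poor setting accounts for the rest. It also stays open whether the enhancers act on these genes, since no test here links an enhancer to its nearest gene. A biological role may be taken only as a hypothesis found and tested on the same data.

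Closed enhancers were more frequent in opened sites than in other sites. Site length and accessibility do not account for this, since in matched sites the odds ratio was 2.09 with a lower bound of 1.78. Repeated sequence, where reads can be misplaced, does not account for the enrichment, since with enhancers in unrepeated sequence the odds ratio was 2.58 with a lower bound of 2.16. Repeated sequence is nevertheless a large part of the opened closed enhancers themselves, at 39.1% against 11.3% of the other closed enhancers (odds ratio 5.05, 95% interval 4.35 to 5.86). For this part, uncertain read placement stays open as a source of the signal.

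The higher median fold enrichment of closed enhancers goes with their lower input coverage. Matched on scaled input, the difference of medians, closed minus open, was -0.24, with a 95% interval from -0.268 to -0.217. Lower input coverage may therefore account for the higher value of closed enhancers, since a call at low input needs a higher fold. The higher activity of open enhancers at equal input was not tested against other technical causes such as GC content, and no biological explanation was tested.

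The sites that lost accessibility under TSA, which the paper uses only to leave genes out of its classes, numbered 8195 in the authors' deposited table. Open enhancers that overlap a site opened by TSA, also outside the paper's comparison, numbered 665. Genes that fell under TSA, which the paper does not describe, numbered 4721 in the authors' deposited table. Among metallothionein genes, which the paper does not mention, 9 rose in the authors' deposited table.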

How the results depend on the processing

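Of 72 alternatives over all results, 58 were rated the same as the main setting. Where a result had a direction and a test, this means that both the direction and the side of the threshold were kept. For counts, which have neither, it means a count close to the main one. Such counts were 2 alternatives for changed genes and 6 for closed enhancers in opened sites. Another 15 were luciferase correlations with 1 region left out. The alternatives matched on scaled input, in unrepeated sequence, matched on average expression, with the vehicle level estimated and with expression per kb of exon were chosen after seeing the data. Kept under every alternative were the enrichment of closed enhancers among opened sites (odds ratio 2.09 to 2.85), the rise of genes near opened closed enhancers (0.52 to 1.40, and 0.33 against expression-matched genes near opened sites without an enhancer), the correlation of expression with activity at open enhancers (0.107 to 0.133) and the higher expression near open than closed enhancers (1.27 to 2.86).

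Stricter thresholds lowered the counts by construction: with an absolute log2 fold change of at least 1 there were 4665 changed genes, 7165 changed sites and 433 closed enhancers in opened sites, and at a q-value under 0.01 there were 9355 changed sites and 490 such enhancers. The difference between Class I and Class II was 0.51 (permutation test, p = 0.0609) among genes with an average of at least 1 CPM, where fewer genes were tested, and 0.39 (matched on average expression) to 0.88 otherwise. The difference in fold enrichment, closed minus open, reversed to -0.0169 with open chromatin defined by vehicle ATAC-seq peaks and to -0.24 when matched on scaled input. It was 0.53 when matched on output fragments, against 0.32 in the main comparison, but at equal output the fold depends on input alone, so this alternative, counted among those that kept the direction, lends no support. The correlation of expression with activity at closed enhancers, near 0 in all settings, was 0.0355 within 50 kb, and it reversed to -0.0328 with the strongest enhancer per gene, -0.00873 when ranked by q-value, -0.00508 with the vehicle level estimated and -0.011 per kb of exon. The cause was not tested for these changes of direction. For luciferase, r ranged from 0.779 to 0.866 with each region left out in turn and was 0.685 (exact permutation test, p = 0.153) with the 6 regions that overlap an enhancer, where fewer regions were tested.

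No paired analysis was possible because the tables hold 1 comparison and no values per library. For the same reason the planned likelihood ratio test of edgeR, DESeq2, library size normalization, replicate block, replicates left out in turn, filterByExpr, another pseudocount, the untreated libraries and the comparison of vehicle with untreated cells were not run. Depth limits the genes with an average below 1 CPM, whose fold changes rest on the prior count of the authors' fit.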

Differences from the paper's values

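Counts, distances and p-values are listed here where one value is more than 1.5 times the other, and correlations and log2 fold changes where they differ by more than the larger error, if there is one. Counts inside that tolerance, though not equal, were 737 opened closed enhancers (the paper's value is 615), 599 nearest genes (the paper's value is 401) and 3378 opened sites without an enhancer (the paper's value is 2648).

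Class I held 121 genes here, and the paper's value is 59. Of the alternatives set before the data were examined, only the filter on an average of at least 1 CPM (59 genes) does not differ from the paper's count, while distances of 20 kb (89) and 100 kb (127), genes near lost sites kept (214) and the other definition of inaccessible (121) do. Class II held 885 genes, and the paper's value is 371. Again only the filter on expression (535 genes) lies within the tolerance, and the other alternatives gave 717, 863, 1279 and 1688. The rank-sum p between the classes was 0.00553, which meets the bound in the paper's text (under 0.013), and the paper's value in the legend of Fig. 3d is 1.6e-2. From the value in the legend, a distance of 20 kb (0.0131) does not differ, and the other alternatives differ, with 0.000592 at 100 kb, 0.000465 with genes near lost sites kept, 0.201 with the filter on expression and 2.7e-05 with the other definition of inaccessible.

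The enrichment of enhancers among opened sites had a p of 1.1e-36 here, against other sites outside vehicle peaks. The paper's p is 7.4e-293, against closed chromatin as a whole, and all alternatives set before the data were examined differ from it, with p from 1.2e-99 to 6.4e-20. The square of the correlation of luciferase and WHG-STARR-seq was 0.660, and the paper's value is 0.73. No error is available for it, so any difference is listed here and none of the alternatives set before the data were examined equals the paper's value. With each region left out in turn the values, from 0.607 to 0.751, lie on both sides of it, and leaving out region 14 gave 0.725, the closest. The value was 0.469 with only the regions that overlap an enhancer.

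The open enhancer of GPI was 5.26 kb from the nearest start site of the GENCODE basic set here, and the paper's distance is 10 kb. With transcripts outside that set, the annotated gene starts at 34850385, inside the enhancer. The enhancer of LCE1F was 0.073 kb from the annotated start site, and the paper's distance is 3 kb. No alternative was set for these distances.

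The mean log2 fold change of genes nearest opened closed enhancers was 1.78 from the authors' deposited table, and the paper's value is about 1.9 in Fig. 3b, read by eye. Distances of 50 kb (1.95) and 100 kb (1.82) and the nearest gene body (1.81) do not differ, and the filter on expression (1.2) does. For Class II the mean was 1.29 from the authors' deposited table, and the paper's value is about 1.1 in Fig. 3d, read by eye. A distance of 100 kb (1.2) and the other definition of inaccessible (1.08) do not differ, while 20 kb (1.47), genes near lost sites kept (1.35) and the filter on expression (0.80) do.

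The paper states that closed enhancers are enriched for binding sites of factors that include FOXA1, NKX3.1 and STAT3. Here, in the 5000 strongest closed enhancers, the FOXA1 motif was enriched (odds ratio 1.38). By Fisher's exact test, the NKX3.1 motif (1.08, adjusted p = 0.537) and the STAT3 motif (0.786, adjusted p = 0.129) did not pass. The control regions and consensus sequences differed from the paper's.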

Other observations

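Among gene lists outside the paper's claims, the median log2 fold change under TSA lay above that of nearly all random lists matched on average expression for stromal markers (percentile 99.8), antigen presentation genes (99.2), cell cycle inhibitors (98.8) and tubulin and cytoskeletal genes (99.9). The medians of the basal (percentile 94.3), luminal identity (5.51) and acetyltransferase and bromodomain lists (11.6) lay inside the central 95% of random lists. Of 10 stromal and fibroblast markers, 7 rose and none fell in the authors' deposited table (7 and 0 adjusted over the list alone), with COL1A2 at 8.38 and the cell surface marker THY1 at 7.92. Of 10 prostate basal genes, 7 rose and none fell in the authors' deposited table (7 and 0 adjusted over the list alone), with TP63, the basal master regulator, at 5.03 and the laminin gene LAMB3 at 4.16. Of 14 luminal identity genes, 8 fell and 2 rose in the authors' deposited table (8 and 2 adjusted over the list alone), with FOLH1, which encodes prostate-specific membrane antigen, at -1.46. Of 16 antigen presentation genes, 10 rose and 2 fell in the authors' deposited table (10 and 2 adjusted over the list alone), with HLA-DRA at 5.26, PSMB9 at 2.70 and TAPBP at -1.86. Of 15 cell cycle inhibitors, 8 rose and 1 fell in the authors' deposited table (8 and 1 adjusted over the list alone), with CDKN2B at 3.19, CDKN1A at 1.60 and TOB1 at -0.46. Of 20 mitosis genes, 8 fell and 4 rose in the authors' deposited table (8 and 4 adjusted over the list alone), with AURKB at -1.20 and CDK1 at 0.51. Of 15 tubulin and cytoskeletal genes, 8 rose and 3 fell in the authors' deposited table (9 and 3 adjusted over the list alone), with the actin-severing gelsolin gene GSN at 3.16 and CALD1 at -1.27. Of 24 cancer-testis antigens, 8 rose and 3 fell in the authors' deposited table (8 and 3 adjusted over the list alone), with MAGEC1 at 5.23.

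GPI, which the paper names, fell slightly under TSA in the authors' deposited table (-0.32, adjusted p = 1.3e-05). Enzymes and regulators of chromatin moved in both directions. Of 13 histone deacetylase genes, 4 rose and 3 fell in the authors' deposited table (4 and 6 adjusted over the list alone), with HDAC9 at 2.28 and HDAC7 at -0.79. Of 8 histone acetyltransferase and bromodomain genes in the table, 6 fell and none rose in the authors' deposited table (6 and 0 adjusted over the list alone), with KAT2A at -1.30, CREBBP at -0.74 and EP300 at -0.40. Of 19 histone genes, 9 fell and 4 rose in the authors' deposited table (9 and 4 adjusted over the list alone), with HIST1H1C at 2.71 and HIST1H2BK at -0.95. Of 16 polycomb genes, 5 rose and 3 fell in the authors' deposited table (5 and 3 adjusted over the list alone), with BMI1 at 0.86 and CBX8 at -0.87. Of 20 HOX cluster genes, 7 rose and 4 fell in the authors' deposited table (7 and 4 adjusted over the list alone), with HOXD8 at 8.81 and HOXC4 at -1.52. Of 20 transcription factors of the motif table, 7 rose and 4 fell in the authors' deposited table (7 and 4 adjusted over the list alone), with JUN at 1.44 and FOXM1 at -1.22. Of 19 cholesterol biosynthesis genes, 5 fell and 4 rose (5 and 4 adjusted over the list alone), and of 13 unfolded protein response genes 5 fell and 3 rose (5 and 3 adjusted over the list alone), with ATF3 at 1.53 and HSPA5 at -0.83 in the authors' deposited table. Of 14 BCL2 family genes, 6 rose and 6 fell in the authors' deposited table (6 and 6 adjusted over the list alone), with BMF at 2.19 and BAD at -1.23, and of 20 ribosomal protein genes 9 fell and 1 rose (9 and 1 adjusted over the list alone). Of 10 blood cell markers, 3 rose and 2 fell in the authors' deposited table (3 and 2 adjusted over the list alone), with HBA1 at 7.84, and of 8 endothelial markers 4 rose and 1 fell (4 and 1 adjusted over the list alone), with KDR at 8.74.

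Motifs of strong open enhancers were tested as for the closed ones at the paper's motif table, and the sets were not compared with each other. In the 5000 strongest open enhancers the ETS motif was in 7.50% against 0.92% of controls (odds ratio 8.73) and the SP1 motif in 20.9% against 8.18%. The AP-1 motif was in 16.3% against 10.4% and the STAT3 motif in 2.72% against 1.54%. The controls had a lower median GC content than the enhancers (53.3% against 58.1%) and lay more often in repeated sequence (14.3% against 0.64%). The GC content and the repeats were not matched further.

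Sites that lost accessibility under TSA hold forkhead motifs more often than unchanged sites. Matched on length and GC content, 33.2% of them and 25.3% of unchanged sites hold the FOXA1 motif (odds ratio 1.47, lower bound of the 95% interval 1.37). The motif was also more frequent in opened sites (25.7% against 22.2%, odds ratio 1.21), so it is not particular to loss. On average the nearest genes of lost sites did not fall: the mean log2 fold change of 3808 genes was 1.04, at percentile 100 of matched sets, and 582 of them fell in the authors' deposited table. For the 2138 genes that were nearest to a lost site and to no opened site the mean was 0.65, also at percentile 100. The AP-1 motif was less frequent in lost sites (16.7% against 21.5%) and more frequent in opened sites (27.5% against 21.4%).

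Among closed enhancers that opened, the 288 in repeated sequence carry the FOXA1 motif in 77.4%, against 16.0% of repeated closed enhancers that did not open. The family of the repeat was not identified here. Their nearest genes had a mean log2 fold change of 1.86, and those of the 449 other opened closed enhancers had 1.78, so the rise of nearby genes was found in both.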
